# Monocular visual deprivation in Macaque monkeys: A profile in the gene expression of lateral geniculate nucleus by laser capture microdissection

**Published:** 2008-08-04

**Authors:** Georgiana Cheng, Henry J. Kaminski, Bendi Gong, Lan Zhou, Denise Hatala, Scott J. Howell, Xiaohua Zhou, Michael J. Mustari

## Abstract

**Purpose:**

Amblyopia is the most common cause of visual impairment in children. Early detection of amblyopia and subsequent intervention are vital in preventing visual loss. Understanding the molecular pathogenesis of amblyopia would greatly facilitate development of therapeutic interventions. An animal model of amblyopia induced by monocular vision deprivation has been extensively studied in terms of anatomic and physiologic alterations that affect visual pathways. However, the molecular events underlying these changes are poorly understood. This study aimed to characterize changes of gene expression profiles in the lateral geniculate nucleus (LGN) associated with amblyopia induced by monocular visual deprivation.

**Methods:**

Monocular vision deprivation was generated by either opaque dark contact lens or tarsorrhaphy of newborn rhesus monkeys. LGN was harvested at two or four months following induction of vision deprivation. Laser capture microdissection was used to obtain individual LGN layers for total RNA isolation. Linear T7-based in vitro RNA amplification was used to obtain sufficient RNA to conduct DNA microarray studies. The resulting Affymetrix GeneChip Expression data were analyzed using Affymetrix GeneChip Operating Software. Real-time quantitative polymerase chain reaction and in situ hybridization were used to further analyze expression of selected genes.

**Results:**

Using 52,699 microarray probe sets from a Rhesus array, we identified 116 transcripts differentially expressed between deprived and nondeprived parvocellular layers: 45 genes were downregulated and 71 genes were upregulated in deprived parvocellular layers. We also observed substantial changes in deprived magnocellular laminae: 74 transcripts exhibited altered expression, 42 genes were downregulated, and 32 genes were upregulated. The genes identified in this study are involved in many diverse processes, including binding (calcium ion binding, nucleic acid binding, and nucleotide binding), catalytic activity, and signal transducer activity.

**Conclusions:**

There were significant differences in gene expression profiles between deprived and nondeprived parvocellular layers and magnocellular laminae of LGN. These alterations in gene expression may play a critical role in the molecular pathogenesis of amblyopia. The genes identified in this study may provide potential targets for therapeutic intervention of this disease.

## Introduction

Amblyopia is the most common and significant disorder of spatial vision in children. It is characterized by a constellation of progressive visual deficits, including deficiencies in spatial vision, contrast sensitivity, grating acuity, and flicker sensitivity. These vision deficits, in turn, severely impair eye alignment and eye movement control. The severity of amblyopia depends on the magnitude, age of onset, and duration of visual deprivation. It can produce severe acuity loss, even leading to functional blindness in an eye, if not appropriately identified and treated.

To prevent amblyopia, adequate visual sensory experiences must be maintained throughout postnatal development. The postnatal window, when the visual system is developing, is referred to as the critical period. During this critical period, adequate visual sensory experience must be maintained to allow for the proper development of the visual system, especially in the lateral geniculate nucleus (LGN) and primary visual cortex (V1). Aberrant visual experience (e.g., unilateral cataract) during the critical period produces irreversible functional alterations in LGN and V1, ultimately leading to amblyopia.

Our current understanding of the etiology and pathogenesis of amblyopia comes largely from clinical observations and electrophysiological studies in children and from anatomic/physiologic studies in nonhuman primate models. Although these studies have added to our understanding of amblyopia, little is known about what causes amblyopia at the molecular level. Important questions yet to be answered include the following: Are gene and protein expression patterns altered at different levels of visuomotor relay and processing pathways? What cellular-level signaling pathways are responsible for the physiologic changes that produce amblyopia? This study attempts to address these relevant questions.

We hypothesized that the anatomic and physiologic changes associated with amblyopia are regulated by genes and proteins, and characterization of changes in gene expression profiling would allow identification of important genes involved in the molecular pathogenesis of amblyopia. To address this hypothesis, we used rhesus macaque monkeys as our model system to study gene expression profiles for the following reasons: First, humans and rhesus monkeys have similar visual-oculomotor behavior and primary visual pathways. Other animals such as rodents, rabbits, cats, and even New World primates do not have the ability to perform volitional smooth-pursuit. Second, the visual systems and the structure of LGN of humans and rhesus monkeys are similar in terms of organization and susceptibility to early problems in visual experience. Third, rhesus monkeys have already been accepted and used as an animal model for studying visual cortical function and performance. Therefore, rhesus monkeys provide unique advantages for gene expression profiling studies of amblyopia.

Monkeys with monocular vision deprivation are one of the most accepted and validated models for amblyopia [1,2]. The monkey visual system exhibits two distinct critical periods: birth to eight weeks and eight weeks to one year [3]. During the first critical period, monocular vision deprivation initially produces transient hypertrophy of neurons in the nondeprived parvocellular laminae. During the second critical period, the size of the neurons of the nondeprived parvocellular laminae is restored and the neurons of the deprived parvocellular laminae undergo atrophy [4-7]. The atrophic phase is much less pronounced in the magnocellular layers of both anisometropic and strabismic amblyopes [8,9]. Both magnocellular and parvocellular pathway are affected by monocular vision deprivation or amblyopia. Recent studies suggest that koniocellular (K) LGN cells (intercalated between the laminae) make up the koniocellular pathway [10-13]. Recent studies also suggest that LGN neuron size alterations are a consequence of interactions between V1 and LGN, but little is known about the cellular and molecular events behind these changes [3,14,15].

In the LGN of the monocular vision-deprived monkey, three layers are deprived and three other layers are nondeprived. Taking the whole LGN for study of the gene expression profile would not allow us to compare and contrast gene expression in deprived and nondeprived layers. Therefore, we used laser capture microdissection (LCM) to obtain individual deprived or nondeprived layers. These layers were then coupled with the Rhesus Macaque Genome Array to compare gene expression patterns between deprived and nondeprived layers of monocular vision-deprived LGN. We identified several genes with altered expression patterns, which might play an important role in the molecular pathogenesis of amblyopia.

## Methods

### Animals and tissue preparation

Seven monkeys were used in our study. Infant monkeys were born in captivity at Yerkes National Primate Research Center (YNPRC), Atlanta, GA. The infants were hand raised in a dedicated infant monkey nursery facility at YNPRC. Infants were fed standard infant formula and diet on an approved feeding schedule according to age and size. No food or water restrictions were used in association with any of our testing. Two normal control rhesus monkeys (*Macaca mulatta*), designated C1 and C2, were reared under a normal 12 h:12 h light-dark cycle for four months. Two rhesus monkeys, designated MD1 and MD2, were monocular vision-deprived by placing an opaque, dark contact lens, in each animal’s left eye. The uniocular contact lens rearing began at birth and extended for two months. The extended wear, gas permeable lens was replaced on a daily basis with a like sterilized opaque contact lens. Three rhesus monkeys, designated MD3, MD4, and MD5, were vision-deprived in the left eye at birth by tarsorrhaphy and were observed for four months. Testing visual function of the deprived eye occurred at 4 months of age after the eyelid of the deprived eye was opened. All monocular vision-deprived monkeys were reared under the same conditions as normal control monkeys. Following deep sedation with Telazol (4 mg/kg, I.M.), monkeys were sacrificed by delivering a bolus of Nembutol (90 mg/kg, I.V.). Both left and right LGN were dissected out, immediately embedded in optimal cutting temperature (OCT) compound (Sakura Finetek, Torrance, CA), snap frozen in liquid nitrogen, and kept at −80 °C before cryostat sectioning. The LGNs of monkeys MD1 and MD3 were used for LCM and microarray gene expression studies. All animal procedures were approved by the Institutional Animal Care and Use Committee at Emory University and Case Western Reserve University.

### Acuity testing in infant monkeys

We used a two-alternative, forced-choice, preferential looking (FPL) method to assess the visual acuity of our monkeys during monocular viewing conditions. Visual acuity of each eye was assessed during the first two months or four months by precisely calibrated Teller Acuity Cards using the general procedures outlined in the acuity card manual (Vistech Consultants, Inc., 1990, Dayton, OH). Each card had black and white stripes of a particular spatial frequency on one side, surrounded by an isoluminant gray background. Briefly, two experimenters referred to as the “observer” and the “holder,” participated in testing each monkey. The holder positioned the infant monkey in front of a gray screen that has an open window at its center. The observer sat on the other side of the screen and placed a test card in the window where the monkey could view it. For monocular vision testing, a small circular patch or contact lens occluder was placed over the fellow eye. This procedure was repeated using cards with various spatial frequencies until the highest spatial frequency that the monkey could locate was determined. We carefully monitored the disposition of the infant during this procedure to be certain that it was relaxed and attentive.

Infant monkeys naturally prefer looking at a patterned stimulus (grating) compared to a uniform gray level field. When these stimuli were presented, the infant looked toward the grating, provided its spatial frequency was not too high. The infant’s looking behavior fell to chance performance as the spatial frequency of the grating was increased. Therefore, FPL provides a well established clinical tool for use in noncooperative subjects (e.g., infant monkeys) to assess normal and abnormal acuity development [16]. Our monocular vision-deprived monkeys were able to reliably look at gratings of up to 19 cycles/degree using the eye that had unaltered vision during the rearing period. In contrast, no reliable preferential looking was observed when testing the deprived eyes of our animals, even for low spatial frequency stimuli (<1.0 cycles/degree). These findings were consistent with profound amblyopia of the deprived eye.

### Laser capture microdissection

OCT-embedded LGN tissue was sectioned at 10 μm using a cryostat and placed on Leica membrane slides (PET-Membrane, Wetzlar, Germany). The slides were immediately transferred to a −80 °C freezer, LGNs of MD1 and MD3 monocular vision-deprived monkeys were used for the LCM and microarray study. Rapid toluidine blue staining was used to identify different layers. Briefly, the sections were fixed in 75% ethanol for 30 s, and then immersed in 0.05% toluidine blue in 20% ethanol for 30 s, followed by dehydration and wash with graded alcohols (75%, 95%, and 100%) for 20 s each. Four parvocellular layers and two magnocellular layers from each LGN were subjected to laser capture microdissection. Six layers represented nondeprived layers (layers I, IV, and VI of ipsilateral, layers II, III, and V of contralateral deprived eye) and six layers of LGN represented monocular vision-deprived layers (layers II, III, and V of ipsilateral, layers I, IV, and VI of contralateral). The Leica Biosystems AS LCM was used for laser capture microdissection. Each parvocellular and magnocellular layers were microdissected by LCM to exclude the koniocellular layer, as shown by Figure 1. These different layers were placed into the RNA sample buffer [17] immediately after dissection.

**Figure 1:**
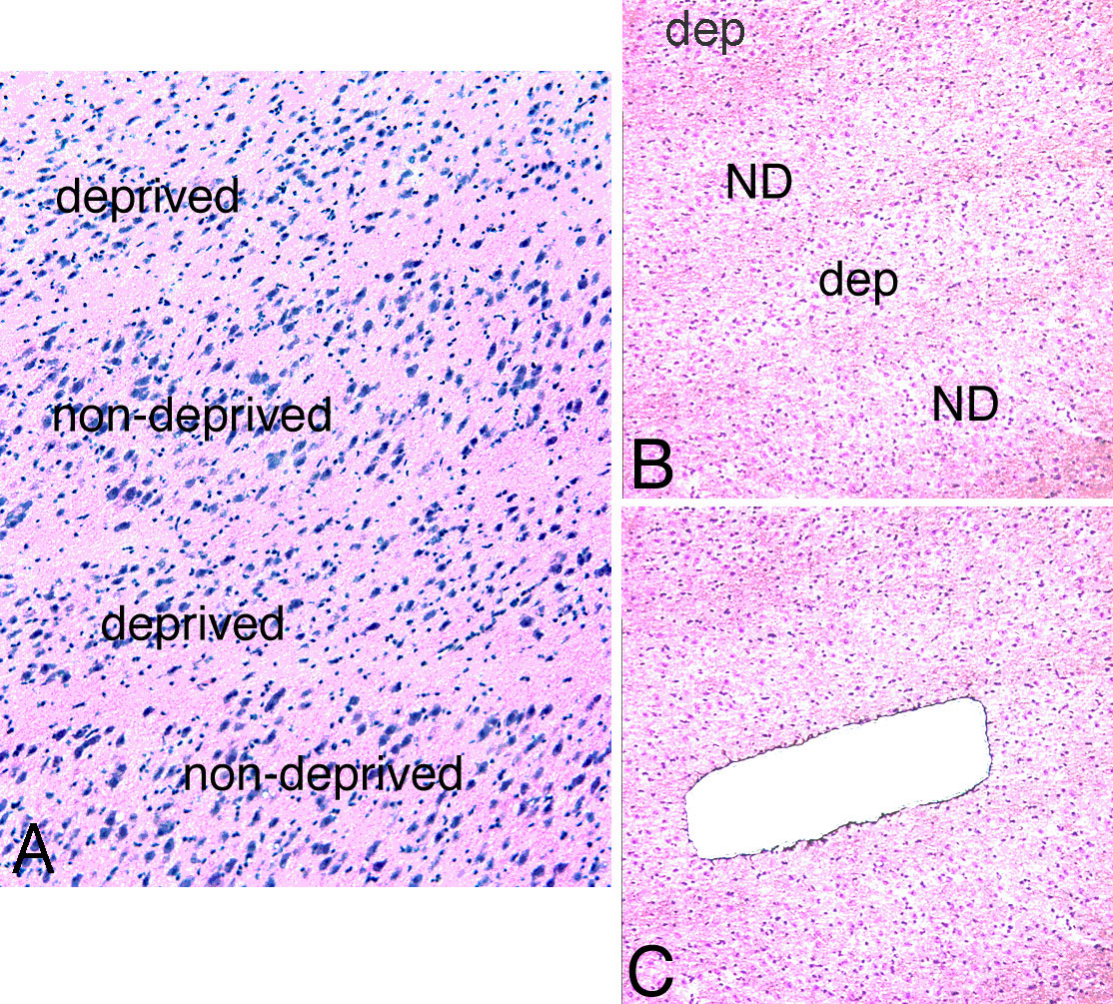
Morphology of LGN parvocellular layers from a monkey with monocular vision deprivation. **A:** H&E staining of lateral geniculate nucleus (LGN) sections showed neuronal shrinkage in deprived parvocellular layers as compared with non-deprived layers. **B:** Low power magnification deprived layer of LGN sections before laser capture microdissection (LCM). **C:** Low power magnification deprived layer of LGN sections after LCM. Abbreviations: dep: deprived layer; ND: non-deprived layer.

### RNA isolation, linear amplification and hybridization for microarray

We pooled LCM samples from 6–10 sections of each individual layer from each LGN. Total RNA from each layer was isolated using the PicoPure RNA isolation kit with DNase I digestion (Arcturus, Mountain View, CA). The quality of isolated RNA from LCM samples was measured by NanoDrop, Wilmington, DE. A260/A280 ratios were between 1.9 and 2.2 for all LCM samples. Two rounds of linear T7-based RNA amplification were then performed. The protocol of RNA amplification was generously provided by Dr. Eric Hoffman (Children's National Medical Center, George Washington University, Washington, DC). Similar techniques have previously been conducted in our laboratory [17] and others [18-20]. RNA amplification allowed for the production of microgram quantities of antisense RNA (aRNA) without distorting gene-to-gene ratios to obtain sufficient RNA for DNA microarray studies, as previously described [17,21,22]. Briefly, we used 100–250 ng of total RNA as starting material and applied two rounds of RNA amplification in which first-strand synthesis yielded cDNA incorporating a T7 promoter primer, and second-strand synthesis yielded double-stranded cDNA (cDNA synthesis kit from Invitrogen, Carlsbad, CA). Following cDNA purification, in vitro transcription (IVT) using T7 RNA polymerase yielded antisense RNA (cRNA; MEGAscript kit; Ambion, Austin, TX). Then, cRNA was used in the second round of amplification for first-strand cDNA synthesis with random primers and second-strand cDNA synthesis with T7 promoter primer. This yielded double-stranded cDNA, which was used in a second IVT reaction to generate biotinylated cRNA using T7 RNA polymerase and biotin-labeled nucleotides (Affymetrix, Santa Clara, CA). Biotin-labeled cRNA was used for hybridization according to the directions in the Affymetrix GeneChip Expression Analysis Manual. Briefly, after purification and fragmentation, 15 μg cRNA was added in a 300 μl hybridization mixture containing spiked IVT controls. Approximately 200 μl of this mixture was hybridized to DNA microarrays chip for 16 h at 45 °C in an Affymetrix GeneChip Fluidics Station 400. A Hewlett-Packard Gene Array Scanner was used for microarray scanning.

### Microarray data analysis

Affymetrix GeneChip Operating Software (GCOS) version 1.4 was used for initial data processing and fold ratio analysis. The GCOS algorithm analyzes data by 1) assessing probe pairs for perfect match and mismatch to determine the presence or absence calls of individual genes; 2) normalizing raw values to calculate their relative expression levels; and 3) employing statistical techniques to make increase, decrease, or no change calls. Any transcripts with expression intensities below 100 across all the samples were excluded since distortion of the *n*-fold difference values results when expression levels are low and may be within the level of background noise (background noise averaged 54 for 24 samples). Transcripts that had an absent call in all the samples were also eliminated from further analysis.

Pairwise comparisons were used between deprived layers and nondeprived layers of parvocellular or magnocellular laminae in the same LGN of the monocular vision-deprived monkey. For comparisons of deprived and nondeprived parvocellular layers, transcripts defined as differentially regulated met the following criteria: six out of eight increase/decrease calls in deprived layers versus nondeprived layers in eight replicates from the parvocellular layers; and absolute value of the average fold difference value ≥ 1.7. For deprived and nondeprived magnocellular layers, transcripts were defined as differentially regulated if they met the following criteria: four out of four increase/decrease calls in four replicates; and absolute value of the average fold difference value ≥ 1.7.

The quality of the microarray results were evaluated by comparing results of genes that were represented in the Affymetrix chip more than once [23,24]. To determine the function of genes, we used GeneSpring software GX 7.3.1 (Agilent Technologies, Foster City, CA) and methodology of GeneSpring in conjunction with resources provided by Weizmann Institute of Science GeneCards online databases and the National Center for Biotechnology Information (NCBI) Entrez.

### Real-time quantitative polymerase chain reaction technique

Selected transcripts were verified by qRT–PCR in triplicate. Briefly, transcript-specific primers were generated based on human sequences from GeneBank and were designed using Primer Express software (Applied Biosystems, Inc., Foster City, CA). NCBI BLAST was used to ensure specificity of each primer pair for each transcript. Reverse transcription and qRT–PCR was performed with an ABI 7000 sequence detection instrument. Monkey glyceraldehyde phosphate dehydrogenase (GAPDH) was used as an internal control to normalize the qRT–PCR data. Mean fold changes between the two study groups were calculated by averaging the triplicate measurements for each gene. The relative fold difference calculation used the 2^-∆∆CT^ method [25].

### In situ hybridization

The PCR primers were designed based on human gene sequences derived from GenBank. PCR reactions were performed using monkey LGN for corticotrophin-releasing hormone (CRH) and gamma-aminobutyric acid A receptor, alpha 1 (GABRA1).

The PCR products were subcloned into a pCR II vector using the TA Cloning Kit (Invitrogen), and each sequence was confirmed by sequencing (CRH monkey in situ probe sequence has 97% homologies with its human sequence, and GABRA1 monkey in situ probe sequence has 98% homologies with its human sequence). Digoxigenin (DIG)-labeled cRNA probes were made using the DIG RNA labeling kit (SP6/T7) and the protocol provided by Roche. The labeled probes were precipitated with ethanol, and then washed to remove unincorporated digoxigenin-labeled nucleotides. Tissue blocks containing the LGN were sectioned at 10 µm on a cryostat. Nonradioactively labeled probe in situ hybridization procedures were performed using the method described by us previously [17,26]. Briefly, the slides were dried for 2 h, fixed in 4% paraformaldehyde/PBS for 30 min at room temperature, washed with PBS, treated with Proteinase K at 1 µg/µl for 15 min at room temperature, acetylated for 10 min and then prehybridization was performed at room temperature for 2 h. The DIG-cRNA probe was heated at 80 °C for 5 min and chilled on ice. Hybridization was performed at 65 °C overnight in a humidified chamber in hybridization buffer that consisted of 50% formamide, 5X SSC, 5X Denhardts, 250 µg/ml baker’s yeast RNA, and 500 µg/ml salmon sperm DNA. The slides were washed with 0.2X SSC at 65 °C for 3 h. They were then blocked with 10% heat-inactivated sheep serum for 1 h followed by incubation overnight in an anti-DIG antibody (anti-DIG-AP; Fab fragment, Roche, Nutley, NJ) that was diluted 1:5000 in buffer consisting of 100 mM Tris pH 7.5, 0.15 M NaCl. Visualization of the signal was detected with 4-nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl-phosphate (NBT/BCIP), and the alkaline phosphatase reaction was stopped by washing with Tris EDTA buffer (10 mM Tris pH 7.5, 1 mM EDTA). The slides were then dehydrated and mounted with permanent mounting medium.

### In situ hybridization quantification

Images were collected with an RT Slider digital camera (Diagnostic Instruments, Sterling Heights, MI) mounted on an Olympus BX 60 Microscope using a 2X objective. Resulting 12 bit monochrome images were analyzed using Metamorph software (Universal Imaging, Downington, PA). Briefly, individual regions were drawn to differentiate the six layers of monkey LGN. Within each region the amount of positive in situ signal was selected by thresholding. The percent thresholded represents the percentage area of positive in situ signal contained in a given region. All images were collected, calibrated and analyzed using identical parameters. Image data were then exported to Excel for further analysis and signal quantification.

## Results

### Generating amblyopic monkey model

The deprived monkeys showed visual acuity in the viewing eye similar to that of normal age-matched control monkeys. In contrast, the vision-deprived eye, tested at two months of age for two monkeys and four months of age for three monkeys with the FPL method, had no measurable acuity even when the grating stimuli were less than 1 cycle/degree.

### Altered gene expression in lateral geniculate nucleus-deprived laminae of monocular vision-deprived monkey

All 24 samples (12 samples were from LGNs of monkeys that were monocular vision-deprived for two months and 12 samples were from LGNs of monkeys that were monocular vision-deprived for four months) were hybridized to the Rhesus Macaque Genome Array. 

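The samples came from 2 rhesus macaques, one deprived for 2 months with an opaque contact lens and one deprived for 4 months by tarsorrhaphy, the surgical closure of the lids. Both LGNs of each animal were used, and each of the 6 layers of an LGN was captured by laser from several sections and pooled into 1 sample, with the koniocellular layers left out. Layers 1 and 2 are magnocellular and layers 3 to 6 parvocellular. The deprived eye drives layers 2, 3 and 5 of the ipsilateral LGN and layers 1, 4 and 6 of the contralateral LGN, so that deprivation and layer number balance only across the 2 sides. This gives 8 deprived and 8 nondeprived parvocellular arrays and 4 deprived and 4 nondeprived magnocellular arrays. The RNA was amplified in 2 rounds before hybridization, and the authors' GCOS software turned each array into 1 signal intensity per probe set on a linear scale, with a trimmed mean of 500.04 on each array. Of 52766 probe sets other than controls, 37623 had a signal of 100 or more in at least 1 of the 24 arrays and were carried into the tests, 19931 of them with a single gene symbol. Deprived and nondeprived layers were compared on log2 signals with limma, with the LGN as a block, and p-values were adjusted for all probe sets tested by the method of Benjamini and Hochberg. The number of arrays limits the precision. With 2 animals, the p-values measure the spread between layers within the LGNs, and of the deprivation difference between LGNs, of these animals. They do not measure the spread between animals, which 2 animals show only imprecisely. Differences in level between LGNs are taken up by the block. Duration, animal and method of deprivation cannot be told apart, since each duration was applied to 1 animal.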

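PVALB (MmugDNA.23641.1.S1_at), the calcium-binding protein parvalbumin, which is found in relay neurons and is also counted here among the markers of GABAergic neurons, was among the strong signals of the captured layers. It read 20546 ± 3905 (SD, n = 8 layers) in deprived and 21653 ± 5447 (SD, n = 8) in nondeprived parvocellular layers, where 1 nondeprived array (layer 3, contralateral LGN, 4 months) read 34478. Its log2 fold change was -0.07 (SE 0.13, adjusted p = 0.911) from limma in parvocellular layers and -0.21 (SE 0.27, adjusted p = 0.901) in magnocellular layers. A signal of 100 or more was read by 40.6% to 57.1% of the probe sets of an array, with a median of 43.7% over the deprived and 43.2% over the nondeprived parvocellular arrays. The ratio of the GAPDH signals from the 3' and 5' ends of the transcript, which rises as RNA is shortened, had a median of 5.08 (2.65 to 7.88) in deprived and 4.74 (1.97 to 6.06) in nondeprived parvocellular arrays. The same ratio for actin was 1068 to 2779 in 6 arrays, 3 of them deprived magnocellular, 2 deprived parvocellular and 1 nondeprived parvocellular, and at most 533 in the others. At the 34478 of PVALB as the 3' signal, a ratio of 1068 or more puts the 5' one below the paper's background noise. The actin signals themselves are not given here, so the ratio is held as not exact, also where it serves as a covariate. By the GAPDH ratio and the correlation of signals 1 array stood apart, that of deprived magnocellular layer 2 of the ipsilateral LGN at 2 months. Its GAPDH ratio was 50.8 and its mean correlation of log2 signals with the other arrays was 0.811, against 0.885 to 0.919 for the others. The presence calls of the GCOS software are not used here.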

The percentage of genes on the microarray reported as present in 24 samples ranged 43.7%–52.4%. The microarray data were deposited in the NCBI GEO web-based data repository (series ID: GSE9795). Also, 12 samples from LGNs of monkey deprived for four months were hybridized to the HG-U133Aplus2 array, and the microarray data were deposited in the NCBI GEO web-based data repository (series ID: GSE2165).

LCM and microarray technology were used to identify genes that were differentially expressed between deprived and nondeprived parvocellular layers of monocular vision-deprived monkeys. 

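ALDH1A2 (MmuSTS.3434.1.S1_at), which makes retinoic acid, was among the named genes that rose in deprived parvocellular layers. Its signal was 683 ± 300.3 (SD, n = 8 layers) in deprived and 97.6 ± 164 (SD, n = 8) in nondeprived layers, a log2 fold change of 3.80 (SE 0.51, adjusted p = 0.00223) from limma, although 1 nondeprived array (layer 5, contralateral LGN, 4 months) read 496 and most of the others lay at or below the background noise that the paper gives, so that the fold is not exact. FGF11 (MmuSTS.1939.1.S1_at), an intracellular member of the fibroblast growth factor family, fell from 1135 ± 193 (SD, n = 8) to 344 ± 97.7 (SD, n = 8), a log2 fold change of -1.76 (SE 0.15, adjusted p = 9.05e-06). Each went the same way in 4 of 4 LGNs, and without the trend of the spread with the signal FGF11 still passed and ALDH1A2 did not. Among the 37623 probe sets tested, 220 were higher and 145 lower in deprived layers at an adjusted p under 0.05, and 128 and 87 of them carry a single gene symbol. The study's fold rule was also applied, with the sign of the signal ratio in place of the change call: a mean fold of at least 1.7 over 8 pairs of layers within an LGN (3 with 4 and 5 with 6) and at least 6 of 8 ratios in one direction. By this rule 636 probe sets were higher and 659 lower. Of these 1295 probe sets, 120 also passed the limma test and 1043 had a mean signal under 100; the rule took 152 higher and 68 lower with signals under 50 set to 50, and 167 and 85 among probe sets with a mean signal of 100 or more. The limma count of 365 fell to 76 after scaling each array to the same median, to 15 without the trend of the spread with the signal, to 133 with the layer number within each animal as the block in place of the LGN, to 7 in the animal deprived for 2 months alone and to 1 in the animal deprived for 4 months alone, and was 596 among probe sets with a mean signal of 100 or more. Leaving out 1 array at a time at 2 months, the count was 136 without deprived layer 4, 223 without deprived layer 5, 176 without nondeprived layer 3, 224 without nondeprived layer 4, 179 without nondeprived layer 5 and 231 without nondeprived layer 6. At 4 months it was 207 without deprived layer 3, 208 without deprived layer 5, 238 without deprived layer 6, 221 without nondeprived layer 3 and 168 without nondeprived layer 6. These p-values measure the spread within the LGNs of 2 animals.

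**Figure D1:**
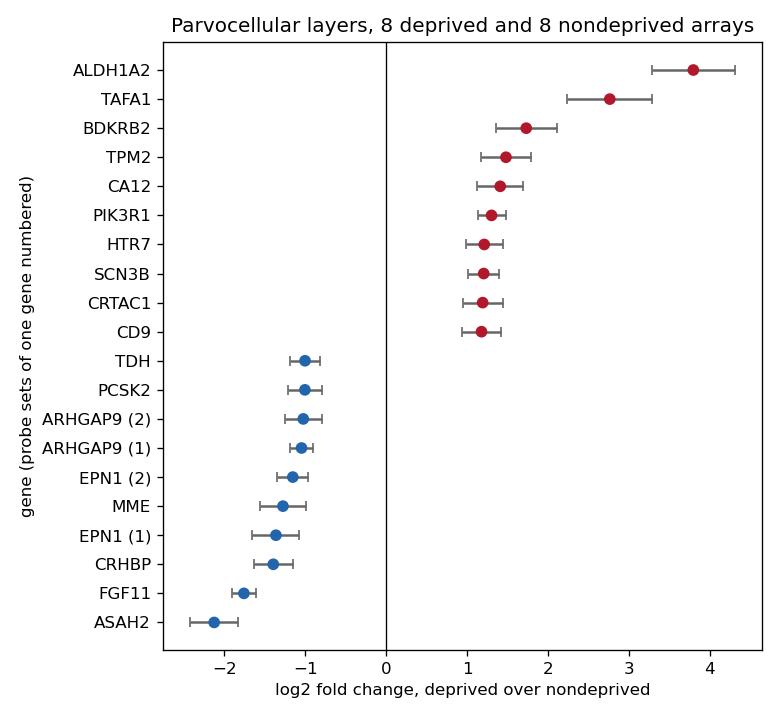
Log2 fold change of signal, deprived over nondeprived parvocellular layers, for the 10 named probe sets with the largest rise and the 10 with the largest fall among those at an adjusted p under 0.05; bars are standard errors over 8 deprived and 8 nondeprived arrays. The values run from -2.13 for ASAH2 to 3.80 for ALDH1A2, and neither end is exact. As a mean fold over pairs ALDH1A2 was 13.9, and 8.17 with signals under 50 set to 50.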

Our data showed that, of the 52,699 probe sets, 116 transcripts were differentially expressed between deprived and nondeprived parvocellular layers; 45 genes were downregulated and 71 transcripts were upregulated in deprived layers. 

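ASAH2 (MmugDNA.18870.1.S1_at), a ceramidase that breaks down the membrane lipid ceramide, fell from 315 ± 139.7 (SD, n = 8 layers) in nondeprived to 88.7 ± 61.5 (SD, n = 8) in deprived parvocellular layers, with a log2 fold change of -2.13 (SE 0.30, adjusted p = 0.00281) from limma. This fold is not exact, since the deprived mean lies near the background noise that the paper gives. EPN1, an adaptor of clathrin-mediated endocytosis, fell in a pair of probe sets, by 1.36 (SE 0.29, adjusted p = 0.0273) and 1.15 (SE 0.19, adjusted p = 0.00746) on the log2 scale. ARHGAP9, a GTPase-activating protein, fell from 927 ± 295 (SD, n = 8) to 434 ± 82.2 (SD, n = 8) in MmugDNA.17716.1.S1_s_at, with a log2 fold change of -1.05 (SE 0.14, adjusted p = 0.00213), and had a log2 fold change of -1.02 (SE 0.23, adjusted p = 0.0324) in MmugDNA.35645.1.S1_s_at. MME, the neprilysin that degrades signaling peptides, and PCSK2, a convertase that processes neuropeptide precursors, had log2 fold changes of -1.28 (SE 0.29, adjusted p = 0.0355) and -1.01 (SE 0.21, adjusted p = 0.0243). TDH, related to the threonine dehydrogenase of amino acid breakdown, fell from 411 ± 82.3 (SD, n = 8) to 212 ± 68.9 (SD, n = 8), with an adjusted p of 0.011. All of these were lower in 4 of 4 LGNs. Single arrays lay apart in EPN1 (545 in MmugDNA.22086.1.S1_at, deprived layer 3 of the ipsilateral LGN at 2 months), MME (348, deprived layer 4 of the contralateral LGN at 4 months) and TDH (594, nondeprived layer 3 of the contralateral LGN at 4 months). With signals under 50 set to 50, MME, MmugDNA.22086.1.S1_at of EPN1 and MmugDNA.35645.1.S1_s_at of ARHGAP9 no longer passed, and neither did PCSK2 and TDH with the layer number within each animal as the block. Without the trend of the spread with the signal only ASAH2 and MmugDNA.17716.1.S1_s_at of ARHGAP9 still passed. MME and MmugDNA.35645.1.S1_s_at also lost their call after median scaling, and these, PCSK2 and MmugDNA.22086.1.S1_at with the GAPDH ratio as a covariate; MME lost it after quantile normalization too. The arrays come from 2 animals, so the p-values do not measure the spread between animals.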

The expression levels of 45 downregulated genes were displayed in a hierarchical dendogram generated by the GeneSpring software (Figure 2A), and transcripts were classified according to their functions (Figure 2B). The functions were further classified into molecular functions, biologic processes, and cellular components, which were subclassified according to their activity. Most downregulated genes in the molecular functions were involved in binding (44.4%), in catalytic activity (17.8%), and in signal transducer activity (15.6%). 

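Of 17 measured genes of calcium binding and calmodulin signaling, 1 rose in deprived parvocellular layers, none fell and 16 did not pass the limma test (1 higher and none lower when adjusted over the list alone). The gene that rose was S100A6, a small calcium-binding protein, at 334 ± 156 (SD, n = 8 layers) in deprived and 166 ± 88.3 (SD, n = 8) in nondeprived layers, a log2 fold change of 1.04 (SE 0.23, adjusted p = 0.0295). CAMK2G, a subunit of the calcium- and calmodulin-dependent kinase II, had a log2 fold change of -0.30 (SE 0.10, adjusted p = 0.196), and CALM3, 1 of the calmodulin genes, had -0.34 (SE 0.14, adjusted p = 0.33). HPCAL1, a neuronal calcium sensor, had 0.42 (SE 0.18, adjusted p = 0.344). The median log2 fold change of the list was 0.00165 (-0.03 after median scaling and -0.05 after quantile normalization) and its mean 0.09, while limma's camera test leaned downward with an adjusted p of 0.988; in each animal alone the median was negative (-0.01 and -0.03). S100A6 did not pass without the trend of the spread with the signal, after median scaling, with the layer number within each animal or the animal as the block, or with the GAPDH ratio as a covariate. The p-values over layers of 2 animals are too small as to animals.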

A further analysis of these binding genes revealed that calcium ion binding, nucleic acid binding, and nucleotide binding genes were abundant in this category. The majority of downregulated genes in the biologic process included genes involved in cellular process (46.7%) and physiologic processes (37.8%). Cell-cell signaling and signal transduction genes and genes related to metabolisms represented the major part of the cellular process. 

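Genes of energy metabolism were lower together in deprived parvocellular layers. Of 41 measured genes of oxidative phosphorylation, the mitochondrial chain that makes ATP, 37 had a negative log2 fold change, with a median of -0.16 (adjusted p = 1.01e-06 from limma's camera; adjusted p = 0.454 with an estimated correlation). NDUFV2 and NDUFA9, subunits of complex I, had log2 fold changes of -0.33 (SE 0.08) and -0.48 (SE 0.12), and ATP5MC1 of the ATP synthase had 0.38 (SE 0.11). None of the list passed alone over all probe sets (limma; 1 was higher and 2 were lower when adjusted over the list alone). Of 12 genes of glycolysis, 11 had a negative value, with a median of -0.20 (adjusted p = 0.00505 from camera; adjusted p = 0.586 with an estimated correlation); PKM, the pyruvate kinase, had a log2 fold change of -0.78 (SE 0.26, adjusted p = 0.186) and no member passed over all probe sets or when adjusted over the list alone. In the same layers the markers of neurons had a median of -0.04 and those of astrocytes a median of 0.23. Lists of signaling genes did not pass camera: GABA signaling (9 genes, median 0.07, adjusted p = 0.988), glutamate signaling (8 genes, median -0.05, adjusted p = 0.694, with a mean of 0.14) and Wnt signaling (25 genes, median 0.12, adjusted p = 0.403). The median of GABA signaling was -0.03 at 2 months alone, and that of glutamate signaling was 0.06 at 2 months and 0.32 at 4 months alone. Their members that passed when adjusted over the list alone were GRIK1, a kainate receptor subunit, at 0.45 (SE 0.13), and WNT5A, a secreted Wnt ligand; none passed over all probe sets. The call of glycolysis was lost with the mean over all probe sets of a gene (adjusted p = 0.111), with the GAPDH ratio as a covariate (adjusted p = 0.166) and at 2 months alone (adjusted p = 0.162). These tests cover layers of 2 animals.

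**Figure D2:**
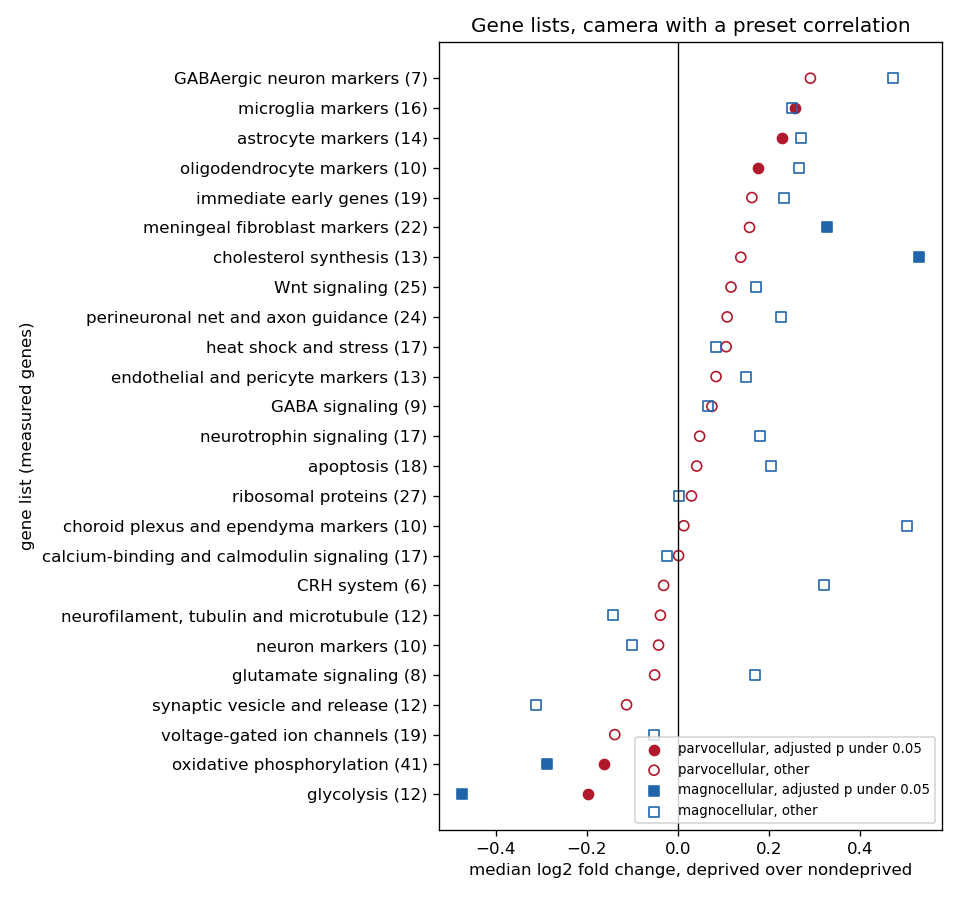
Median log2 fold change, deprived over nondeprived, of the measured genes of 25 lists in parvocellular and magnocellular layers; filled symbols mark an adjusted p under 0.05 from camera with a preset correlation. The median of oxidative phosphorylation was -0.16 in parvocellular and -0.29 in magnocellular layers.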

The genes downregulated in the cellular components were mainly involved in cell (42.2%), extracellular region (17.8%), and organelle (11.1%). Genes downregulated in deprived parvocellular layers were listed in Appendix 1.

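Among 12 measured genes of synaptic vesicles and transmitter release, VAMP1, a vesicle protein of the fusion machinery, fell and SYT4, a synaptotagmin, rose in deprived parvocellular layers, and 10 did not pass the limma test (1 higher and 1 lower when adjusted over the list alone). VAMP1 read 1233 ± 389 (SD, n = 8 layers) in deprived and 2188 ± 481 (SD, n = 8) in nondeprived layers, a log2 fold change of -0.85 (SE 0.15, adjusted p = 0.0101), and SYT4 had a log2 fold change of 0.53 (SE 0.11, adjusted p = 0.0251). RAB3A, a GTPase of synaptic vesicles, had a log2 fold change of -0.50 (SE 0.20, adjusted p = 0.312). The list had a median of -0.11 (adjusted p = 0.371 from camera) and passed at 4 months alone (median -0.23, adjusted p = 0.0467). At 2 months alone its median was 0.0094 (adjusted p = 0.965 from camera). Of 12 genes of neurofilaments, tubulin and microtubules, STMN4, a stathmin that regulates microtubules, rose with a log2 fold change of 0.76 (SE 0.12, adjusted p = 0.00437), and 11 did not pass (1 higher when adjusted over the list alone; median -0.04, adjusted p = 0.711). Of 10 neuron markers none passed over all probe sets or when adjusted over the list alone (limma; 3 had an unadjusted p under 0.05; adjusted p = 0.371 from camera), and NEFH, the heavy neurofilament chain, had a log2 fold change of -0.26 (SE 0.10, adjusted p = 0.26). Of 19 genes of voltage-gated ion channels 1 passed over all probe sets, the sodium channel subunit SCN3B, while 4 were higher and 1 was lower when adjusted over the list alone. These include SCN2A with 0.50 (SE 0.12) and KCNAB2, a potassium channel subunit, with -0.48 (SE 0.15). The median of this list was -0.14, its mean 0.03, and camera leaned upward (adjusted p = 0.988). VAMP1, SYT4, STMN4 and SCN3B did not pass without the trend of the spread with the signal, and SYT4 did not after median scaling. The p-values hold for the spread between layers of 2 animals.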

**Figure 2:**
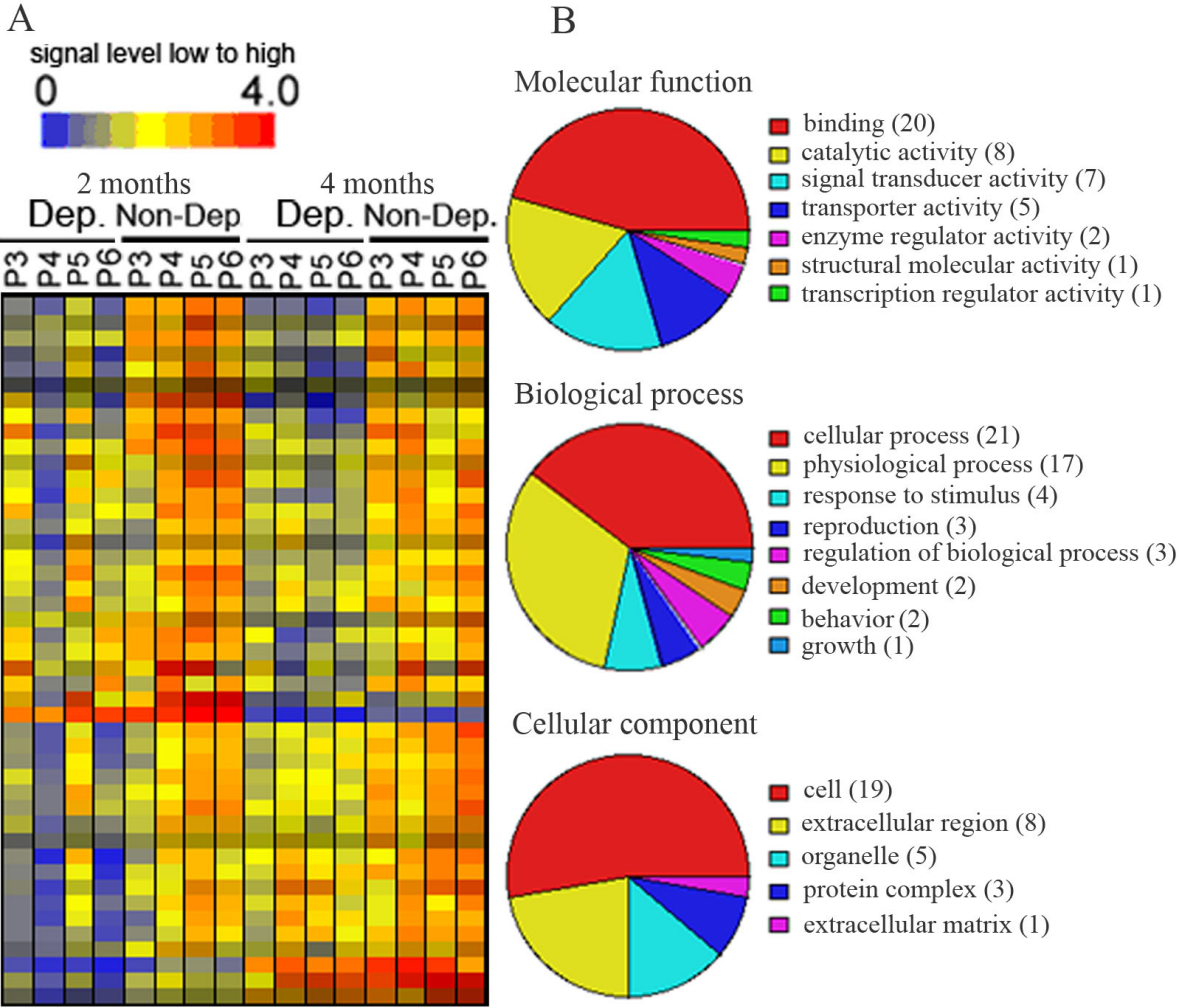
Transcripts that were downregulated in deprived parvocellular layers as compared with non-deprived layers of 2 or 4 months after monocular vision deprivation. **A:** Hierarchical dendogran analysis displayed genes downregulated (blue to green color) in deprived layers as compared with non-deprived layers. **B:** Pie chart displayed functional categorization of genes that were downregulated in deprived layers. Number in parentheses indicated how many genes involved in that category function. P3-P6 represent parvocellular layer III to VI. Abbreviations: Dep: deprived layer; Non-Dep: non-deprived layer; 2 months or 4 months: 2 or 4 months of monocular vision deprivation.

The 71 upregulated genes were also displayed in a hierarchical dendogram generated by the GeneSpring software (Figure 3A) and transcripts were classified according to their functions (Figure 3B). 

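TAFA1 (MmugDNA.7497.1.S1_at), a secreted protein of the brain, rose from 173 ± 192 (SD, n = 8 layers) in nondeprived to 759.9 ± 341 (SD, n = 8) in deprived parvocellular layers, a log2 fold change of 2.77 (SE 0.52, adjusted p = 0.0144) from limma; 1 nondeprived array (layer 5, contralateral LGN, 4 months) read 625, and another lay far below the background noise that the paper gives, so that the fold is not exact. HTR7, a serotonin receptor, rose from 290.2 ± 165 (SD, n = 8) to 611 ± 289.7 (SD, n = 8), and CD9, a membrane tetraspanin, from 2356 ± 967 (SD, n = 8) to 5383 ± 2178 (SD, n = 8), with log2 fold changes of 1.21 (SE 0.23, adjusted p = 0.0131) and 1.18 (SE 0.24, adjusted p = 0.0196). BDKRB2, a bradykinin receptor, CA12, a carbonic anhydrase, and TPM2, a tropomyosin, were weaker signals, with 138 ± 51.6, 117 ± 44.2 and 140.1 ± 38.8 (SD, n = 8) in deprived layers and 47.5 ± 28.7, 48.3 ± 26.5 and 56.1 ± 32.8 (SD, n = 8) in nondeprived layers. Their log2 fold changes were 1.73 (SE 0.38, adjusted p = 0.0312), 1.41 (SE 0.28, adjusted p = 0.0195) and 1.48 (SE 0.31, adjusted p = 0.0261), which are not exact, since the nondeprived means lie near the background noise that the paper gives. CRTAC1, a secreted cartilage and nerve protein, had a log2 fold change of 1.19 (SE 0.25, adjusted p = 0.0244). All of these were higher in 4 of 4 LGNs of the 2 animals, and the p-values do not measure the spread between these. BDKRB2, TPM2 and CD9 no longer passed after median scaling or with the GAPDH ratio as a covariate, and TPM2, CA12 and CRTAC1 no longer passed with the layer number within each animal as the block. Without the trend of the spread with the signal none of these genes passed.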

In the molecular function, most upregulated genes were involved in binding (28.2%), in catalytic activity (14.1%), and in signal transducer activity (8.4%). A further analysis of these upregulated binding genes revealed that calcium ion binding, nucleic acid binding, and nucleotide binding genes accounted for most of the genes in the binding function category. 

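KLF4, a zinc finger transcription factor, rose in deprived parvocellular layers from 420.4 ± 113 (SD, n = 8 layers) to 807 ± 223 (SD, n = 8), a log2 fold change of 0.94 (SE 0.19, adjusted p = 0.019) from limma, higher in 4 of 4 LGNs. It was the 1 member of 19 measured immediate early genes that passed, also when adjusted over the list alone, and 18 did not. FOS, another transcription factor induced by activity, had a log2 fold change of -0.43 (SE 0.17, adjusted p = 0.291). The list had a median of 0.16 (adjusted p = 0.254 from camera) and passed at 4 months alone (median 0.26, adjusted p = 0.0161). At 2 months alone its median was 0.04 (adjusted p = 0.965 from camera). Of 27 ribosomal protein genes none passed over all probe sets or when adjusted over the list alone (limma; RPS18, RPL22 and RPL30 had an unadjusted p under 0.05; median 0.03, adjusted p = 0.339 from camera, and median 0.13, adjusted p = 0.0307 with the GAPDH ratio as a covariate), and RPS18 had a log2 fold change of 0.34 (SE 0.10, adjusted p = 0.136). Of 17 genes of heat shock and stress none passed either way (limma; DDIT4 alone had an unadjusted p under 0.05; median 0.11, adjusted p = 0.371), and DDIT4, which restrains mTOR signaling, had a log2 fold change of 0.40 (SE 0.12, adjusted p = 0.133). Of 18 genes of apoptosis none passed over all probe sets and 2 were higher when adjusted over the list alone (median 0.04, adjusted p = 0.371): APAF1, the core of the apoptosome, with 0.71 (SE 0.19), and BIRC2, an inhibitor of apoptosis, with 0.32 (SE 0.09). KLF4 did not pass without the trend of the spread with the signal, after median scaling or with the GAPDH ratio as a covariate. The p-values measure the spread between layers of 2 animals.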

In the biologic process group, the majority of upregulated genes were involved in cellular process (35.2%), physiologic process (32.4%), development (15.5%), and regulation of biologic process (12.7%). A further analysis showed that cell communication and cell growth/maintenance genes were the major genes involved in the cellular process group. Of these, host-pathogen interaction and signal transduction genes were the major part of the cell communication group. The genes related to cell growth and metabolisms were the major genes in the cell growth/maintenance category. 

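PLXNA2, a semaphorin receptor of axon guidance, rose in deprived parvocellular layers from 375 ± 50.0 (SD, n = 8 layers) to 549 ± 74.0 (SD, n = 8), a log2 fold change of 0.55 (SE 0.13, adjusted p = 0.0438) from limma. It was the 1 of 24 measured genes of perineuronal nets and axon guidance that passed over all probe sets, and 4 were higher and 2 lower when adjusted over the list alone. Among these, ACAN, the main proteoglycan of perineuronal nets, and TNC, a matrix glycoprotein, had 0.61 (SE 0.19) and 0.89 (SE 0.25), while HAPLN4, a link protein of the nets, had -0.59 (SE 0.16). The list had a median of 0.11 (adjusted p = 0.418 from camera). Of 13 genes of cholesterol synthesis 10 had a positive log2 fold change (median 0.14, adjusted p = 0.253), and CYP51A1, a demethylase of the pathway, had a log2 fold change of 0.23 (SE 0.10, adjusted p = 0.36). In the brightest probe set of each gene, none of them, and none of 17 genes of neurotrophin signaling (median 0.05, adjusted p = 0.957; -0.04 at 2 months alone), passed in limma over all probe sets or when adjusted over the list alone, although CYP51A1, AKT1, PIK3R1 and IGF2 had an unadjusted p under 0.05. In another probe set, MmuSTS.3385.1.S1_at, PIK3R1 passed in limma over all probe sets, with 1.30 (SE 0.17, adjusted p = 0.00213). HMGCS1, an enzyme of cholesterol synthesis in Table 1, is not among these 13 genes. It passed in limma over all probe sets, with 0.43 (SE 0.10, adjusted p = 0.0371). AKT1, a kinase of growth factor signaling, had -0.47 (SE 0.16). PLXNA2 did not pass without the trend of the spread with the signal, after median scaling or quantile normalization, or with the layer number within each animal as the block. The p-values refer to layers of 2 animals.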

Cell (33.8%) and organelle (15.5%) function genes were heavily represented in upregulated genes in the cellular component group. Genes upregulated in deprived parvocellular layers were listed in Appendix 2.

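Markers of glia were higher in deprived parvocellular layers. Of 14 measured astrocyte markers 12 had a positive log2 fold change, with a median of 0.23 (adjusted p = 0.000882 from camera; adjusted p = 0.27 with an estimated correlation). GFAP, the intermediate filament of astrocytes, rose from 3283 ± 596 (SD, n = 8 layers) to 7563 ± 3633 (SD, n = 8), a log2 fold change of 1.07 (SE 0.21, adjusted p = 0.0184) from limma, and was the 1 member that passed over all probe sets and when adjusted over the list alone. Of 16 microglia markers 14 were positive, with a median of 0.26 (adjusted p = 0.0177; adjusted p = 0.603 with an estimated correlation); ITGAM, an integrin of microglia, had 0.50 (SE 0.12) and passed when adjusted over the list alone, 1 higher, and none over all probe sets. Of 10 oligodendrocyte markers 9 were positive, with a median of 0.18 (adjusted p = 0.0175; adjusted p = 0.454 with an estimated correlation), none passed over all probe sets, and 3 were higher and 1 was lower when adjusted over the list alone. MAL, a myelin protein, had 0.52 (SE 0.14) and CNDP1, a dipeptidase, -0.24 (SE 0.09). Markers of other cells did not pass camera: endothelial cells and pericytes (median 0.08, adjusted p = 0.403), meningeal fibroblasts (median 0.16, adjusted p = 0.403), choroid plexus and ependyma (median 0.01, adjusted p = 0.976, -0.01 after median scaling and -0.02 after quantile normalization, and -0.05 at 4 months alone) and GABAergic neurons (median 0.29, adjusted p = 0.254, with PVALB, which is not specific to them in the LGN, as 1 of 7), where GAD1, the enzyme that makes GABA, had 0.29 (SE 0.11). None of these 4 lists had a member that passed in limma over all probe sets, and when adjusted over the list alone KCNJ13, a potassium channel of the choroid plexus, was the 1 that did, with 0.88 (SE 0.22). The calls of astrocyte and oligodendrocyte markers were lost at 2 months alone (adjusted p = 0.0586 for each) and that of microglia markers at 4 months alone (adjusted p = 0.124), and that of oligodendrocyte markers with the mean over all probe sets of a gene (adjusted p = 0.111). GFAP did not pass without the trend of the spread with the signal. As for all tests here, the p-values leave out the spread between animals, which 2 animals show only imprecisely.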

**Figure 3:**
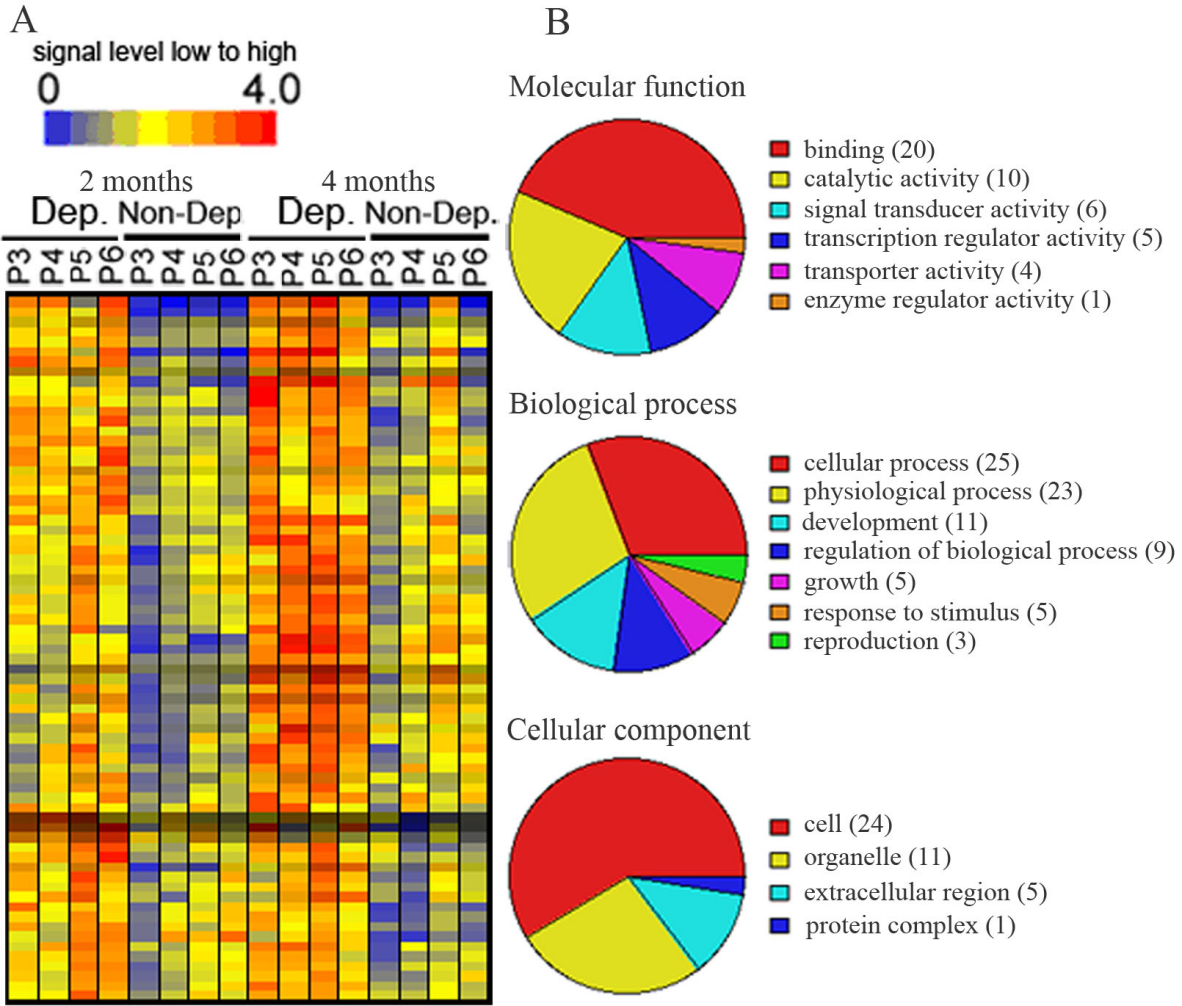
Transcripts that were upregulated in deprived parvocellular layers as compared with non-deprived layers of 2 or 4 months after monocular vision deprivation. **A:** Hierarchical dendogran analysis displayed genes upregulated (orange to red color) in deprived layers as compared with non-deprived layers. **B:** Pie chart displayed functional categorization of genes that were upregulated in deprived layers. Number in parentheses indicated how many genes involved in that category function. P3-P6 represent parvocellular layer III to VI. Abbreviations: Dep: deprived layer; Non-Dep: non-deprived layer.2 months or 4 months: 2 or 4 months of monocular vision deprivation.

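COL13A1 (MmuSTS.1876.1.S1_at), a transmembrane collagen, and AGT (MmuSTS.3785.1.S1_at), the precursor of angiotensin peptides, had the smallest p-values among the named genes that were higher in deprived magnocellular layers. COL13A1 read 1378 ± 1339 (SD, n = 4 layers) in deprived and 127 ± 73.0 (SD, n = 4) in nondeprived layers, a log2 fold change of 2.88 (SE 0.41, adjusted p = 0.398) from limma. AGT read 1394 ± 312 (SD, n = 4) and 339 ± 108 (SD, n = 4), a log2 fold change of 2.06 (SE 0.31, adjusted p = 0.398), with 1 nondeprived array (layer 2, contralateral LGN, 2 months) at 500.2. Each was higher in 4 of 4 LGNs and neither passed the test. In limma 0 of 37623 probe sets passed an adjusted p of 0.05, with 1491 higher and 647 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.179. By the study's fold rule (a mean fold of at least 1.7 and 4 of 4 layer pairs in one direction) 2095 probe sets were higher and 487 lower, 81.1% of them higher; after quantile normalization it was 1181 and 991, or 54.4% higher. With signals under 50 set to 50 the rule took 1049 and 324, among probe sets with a mean signal of 100 or more 948 and 313, and with a ratio of at least 1.2 in each pair 1281 and 267. The median log2 fold change of all probe sets was 0.13 as deposited, -0.11 after median scaling and -0.02 after quantile normalization. It was 0.05 without the array that stood apart, which takes its LGN out of the comparison, and 0.30 with the actin ratio as a covariate. A change of a gene is to be read against these shifts. The GAPDH ratio had a median of 8.11 (3.95 to 50.8) in deprived and 4.36 (3.74 to 14.3) in nondeprived magnocellular arrays. The limma count was 46 in the animal deprived for 4 months alone (27 higher and 19 lower), 1 in the animal deprived for 2 months alone, 6 without deprived layer 1 and 9 without nondeprived layer 2 of the contralateral LGN at 2 months, each of which leaves the effect to 3 LGNs. Leaving out 1 LGN, the fold rule with 3 of 3 pairs took 3865 probe sets without the ipsilateral and 5521 without the contralateral LGN at 2 months, and 4824 and 4455 without those at 4 months. With 4 arrays a group from 2 animals, the p-values are too small as to animals.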

There were also 74 transcripts that exhibited different expression levels between the deprived and nondeprived magnocellular layers: 42 genes were downregulated and 32 were upregulated in deprived magnocellular layers. The expression levels of 42 downregulated genes were displayed in a hierarchical dendogram generated by the GeneSpring software (Figure 4A), and transcripts were classified according to their functions (Figure 4B). In the molecular function group, most of the downregulated genes were involved in binding (38.1%), in catalytic activity (23.8%), and in signal transducer activity (14.3%). A further analysis of these downregulated binding genes revealed that calcium ion binding and nucleic acid binding genes were the major part of the binding function category. In the biologic processes group, the majority of downregulated genes were involved in cellular process (38.1%), physiologic process (31%), and regulation of biologic process (14.3%). In the cellular process category, cell-cell signaling and signal transduction genes were the major genes downregulated in the cell communication group, and metabolism related genes were the major genes downregulated in the cell growth/maintenance group. 

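Genes of oxidative phosphorylation and glycolysis were lower together in deprived magnocellular layers, relative to all genes. Of 41 measured genes of oxidative phosphorylation 35 had a negative log2 fold change, with a median of -0.29 (adjusted p = 3.43e-06 from camera; adjusted p = 0.584 with an estimated correlation). SDHC of complex II had -0.81 (SE 0.28), at 772 ± 299.8 (SD, n = 4 layers) in deprived and 1335 ± 454 (SD, n = 4) in nondeprived layers. Of 12 genes of glycolysis 10 were negative, with a median of -0.47 (adjusted p = 0.00119 from camera; adjusted p = 0.584 with an estimated correlation), and PFKP, a phosphofructokinase, had -0.57 (SE 0.26). No member of either list passed in limma over all probe sets or when adjusted over the list alone; SDHC and PFKP were among those with an unadjusted p under 0.05. Both medians were negative under median scaling (-0.53 and -0.72) and quantile normalization (-0.24 and -0.41). With the ratio of the actin signals from the 3' and 5' ends as a covariate neither list passed: the median of oxidative phosphorylation was -0.12 (adjusted p = 0.199) and that of glycolysis turned to 0.05 (adjusted p = 0.887). That ratio was 1233, 1761, 2324 and 99.1 in the deprived and 152, 533, 78.0 and 98.8 in the nondeprived magnocellular arrays. It was higher in the deprived layer of each LGN but the contralateral one at 4 months, where the 2 were nearly equal. With the LGN as a block this fit thus separates ratio and deprivation poorly and leans on that LGN. Its medians and sign turns are to be read with this limit. In the same layers markers of another cell type, meningeal fibroblasts, were higher (median 0.33, adjusted p = 0.0174 from camera). With an estimated correlation in camera that list did not pass (adjusted p = 0.584). Its median was 0.80 with the actin ratio as a covariate and 0.09 after median scaling. Lists of signaling genes did not pass camera: synaptic vesicles and release (median -0.31, adjusted p = 0.124), calcium binding and calmodulin signaling (median -0.02, adjusted p = 0.678) and voltage-gated ion channels (median -0.05, adjusted p = 0.596). With the actin ratio as a covariate these 3 medians turned to 0.06, 0.09 and 0.41, and that of voltage-gated ion channels was 0.01 at 2 months alone. Neither did lists whose medians turned negative after median scaling: GABA signaling (median 0.07, adjusted p = 0.978), glutamate signaling (median 0.17, adjusted p = 0.978), and, also after quantile normalization, Wnt signaling (median 0.17, adjusted p = 0.978) and neurotrophin signaling (median 0.18, adjusted p = 0.506). In 1 animal alone GABA signaling had -0.07 (2 months), glutamate signaling -0.08 and neurotrophin signaling -0.03 (4 months). VAMP1 had -0.91 (SE 0.29) and GRIK1 0.98 (SE 0.34); no member of these lists passed over all probe sets or when adjusted over the list alone in limma, and VAMP1 and GRIK1 were among those with an unadjusted p under 0.05. At 4 months alone neither metabolic list passed (adjusted p = 0.181 for oxidative phosphorylation and 0.0581 for glycolysis), and the layers come from 2 animals.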

Cell (40.5%), organelle (11.9%), and protein complex (9.5%) genes were heavily represented in the genes downregulated in the cellular component category. 

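SPON2 (MmugDNA.16895.1.S1_at), a secreted matrix protein, had the largest negative log2 fold change of the named genes in deprived magnocellular layers, at 505 ± 420.2 (SD, n = 4 layers) against 1961 ± 274 (SD, n = 4) in nondeprived layers, a log2 fold change of -2.26 (SE 0.40, adjusted p = 0.674) from limma. FGR, a tyrosine kinase of the Src family, and CUTL1, a homeodomain transcription factor, had log2 fold changes of -1.79 (SE 0.44) and -1.74 (SE 0.38). HBA, the alpha chain of hemoglobin, had -1.40 (SE 0.30), and the ceramidase ASAH2 had -1.44 (SE 0.34), with 1 nondeprived array (layer 1, ipsilateral LGN, 4 months) at 405. PTBP1, a splicing regulator, AP1G1, a subunit of a clathrin adaptor, TMEM41A, a membrane protein, and TCF7L2, a transcription factor of the thalamus, had values of -1.13, -1.06, -1.06 and -1.01 with standard errors of 0.26, 0.25, 0.25 and 0.25; AP1G1 had 1 nondeprived array (layer 1, ipsilateral LGN, 4 months) at 3637. Each of these was lower in 4 of 4 LGNs. None passed the limma test: the adjusted p was 0.836 for each but SPON2, and all had an unadjusted p under 0.05. They were taken as the genes with the smallest unadjusted p, since none passed. The 4 pairs of layers come from 2 animals, so that the p-values are too small as to animals.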

Appendix 3 listed downregulated genes in deprived magnocellular layers. The upregulated genes were displayed in a hierarchical dendogram generated by the GeneSpring software (Figure 5A) and transcripts classified according to their functions (Figure 5B). Binding (43.8%) genes was the major genes upregulated in the molecular function category. A further analysis of these upregulated binding genes revealed that nucleic acid binding and nucleotide binding genes were the main genes involved in binding function. In the biologic processes, the majority of upregulated genes were involved in cellular process (37.5%), physiologic process (28.1%), and development (15.6%). Cell-cell signaling, host-pathology interaction, and signal transduction genes played a major part in the cell communication group, and metabolism related genes accounted for the cell growth/maintenance portion in the cellular process category. 

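Genes of cholesterol synthesis were higher together in deprived magnocellular layers. Of 13 measured genes 12 had a positive log2 fold change, with a median of 0.53 (adjusted p = 0.00196 from camera; adjusted p = 0.584 with an estimated correlation), 0.29 after median scaling and 0.55 after quantile normalization. INSIG1, which holds back the sterol sensor, read 4618 ± 1223 (SD, n = 4 layers) in deprived and 2383 ± 441 (SD, n = 4) in nondeprived layers, with 0.93 (SE 0.24), and CYP51A1 had 0.94 (SE 0.27); these were the 2 that were higher when adjusted over the list alone, and none passed over all probe sets. Markers of meningeal fibroblasts, cells of the coverings of the brain, were higher in 17 of 22 genes, with a median of 0.33 (adjusted p = 0.0174 from camera; adjusted p = 0.584 with an estimated correlation) and 0.09 after median scaling. DCN and LUM, matrix proteoglycans, had 0.85 (SE 0.31) and 0.79 (SE 0.34), and none passed over all probe sets or when adjusted over the list alone in limma, although both had an unadjusted p under 0.05. The other lists did not pass camera: astrocyte markers (median 0.27, adjusted p = 0.124), microglia markers (median 0.25, adjusted p = 0.427), oligodendrocyte markers (median 0.27, adjusted p = 0.427), neurofilaments, tubulin and microtubules (median -0.14, adjusted p = 0.565), and markers of choroid plexus and ependyma (median 0.50, adjusted p = 0.205; 0.76 at 2 months and -0.15 at 4 months alone), of GABAergic neurons (median 0.47, adjusted p = 0.205, PVALB included) and of neurons (median -0.10, adjusted p = 0.331; 0.00446 at 4 months alone). With the actin ratio as a covariate the median of neuron markers turned to 0.19 and that of neurofilaments, tubulin and microtubules to 0.34. Lists whose medians turned negative after median scaling did not pass either: endothelial and pericyte markers (median 0.15, adjusted p = 0.473), apoptosis (median 0.21, adjusted p = 0.427), perineuronal nets and axon guidance (median 0.23, adjusted p = 0.506), ribosomal proteins (median 0.00313, adjusted p = 0.978), heat shock and stress (median 0.08, adjusted p = 0.978) and, also after quantile normalization, immediate early genes (median 0.23, adjusted p = 0.427). In 1 animal alone ribosomal proteins had -0.10 (2 months), and apoptosis -0.10 and heat shock and stress -0.08 (4 months). In limma none of their members passed over all probe sets; RSPH1, a protein of cilia, at 483 ± 324 (SD, n = 4) against 152 ± 34.5 (SD, n = 4), and STMN4, with 1.04 (SE 0.28), passed when adjusted over the list alone. Of the 25 medians, 10 changed sign after median scaling, 3 after quantile normalization, 7 with the actin ratio as a covariate and 10 in an animal alone. Among the named genes, GDPD2, a phosphodiesterase, ZNF184, a zinc finger protein, ADAMTS9, a matrix protease, and GALNT7, a glycosyltransferase, had log2 fold changes of 1.74 (SE 0.34), 1.60 (SE 0.31), 1.35 (SE 0.26) and 1.40 (SE 0.30), each higher in 4 of 4 LGNs and none past the test (adjusted p = 0.836). In deprived layer 2 of the ipsilateral LGN at 4 months ZNF184 read 1295 and ADAMTS9 5468, apart from the other 3 arrays. The call of cholesterol synthesis was lost with the mean over all probe sets of a gene (adjusted p = 0.0721) and at 4 months alone (adjusted p = 0.0581), and that of meningeal markers after quantile normalization (adjusted p = 0.0819), at 2 months alone (adjusted p = 0.0651) and at 4 months alone (adjusted p = 0.153). These layers come from 2 animals.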

The genes upregulated in the cellular components group were mainly involved in cell (40.6%), organelle (25%), and extracellular region groups (18.8%). 

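PAPPA, a protease that frees insulin-like growth factors, had a log2 fold change of 3.16 (SE 0.53, adjusted p = 0.525) from limma in deprived magnocellular layers in MmugDNA.2791.1.S1_at and of 2.08 (SE 0.42, adjusted p = 0.836) in MmugDNA.27876.1.S1_at. The first is not exact, since it read 86.9 ± 86.3 (SD, n = 4 layers) in nondeprived layers, with 2 of 4 arrays below the background noise that the paper gives. Its mean fold over pairs was 8.95, and 6.68 with signals under 50 set to 50. PIK3R1 (MmuSTS.3385.1.S1_at), the regulatory subunit of phosphoinositide 3-kinase, read 1366 ± 609 (SD, n = 4 layers) in deprived and 346 ± 114 (SD, n = 4) in nondeprived layers, with a log2 fold change of 1.90 (SE 0.29, adjusted p = 0.398). CREB5 (MmugDNA.14651.1.S1_at), a transcription factor of the CREB family, had a log2 fold change of 1.92 (SE 0.30, adjusted p = 0.398). TAFA1, listed there as FAM19A1, had 2.31 (SE 0.40), not exact for the same reason, and DSEL, listed as C18orf4, had 1.56 (SE 0.30). NTS, the precursor of the peptide neurotensin, had 1.93 (SE 0.42), and GREM1, a secreted inhibitor of bone morphogenetic proteins, 1.37 (SE 0.34). HMGCS1, an enzyme of cholesterol synthesis, had 0.94 (SE 0.25). LOC707412, listed as CES1, read 2584 in deprived layer 2 of the ipsilateral LGN at 2 months, apart from the other 3 arrays, and PTBP2 and LAMB1 each had 1 nondeprived array apart (376 in layer 1 of the ipsilateral LGN at 4 months, and 143 in layer 1 of the ipsilateral LGN at 2 months). All 32 listed probe sets had a positive log2 fold change, from 0.73 to 3.16 (the inexact value of PAPPA) with a median of 1.48, and 30 were higher in 4 of 4 LGNs. In limma 0 of them passed over all probe sets (adjusted p = 0.398 to 0.836), 31 had an unadjusted p under 0.05 and 31 were higher when adjusted over the list alone. The study chose the list on these samples, so that its direction is not independent evidence, and the layers come from 2 animals.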

Table 1 listed upregulated genes in deprived magnocellular layers.

**Figure 4:**
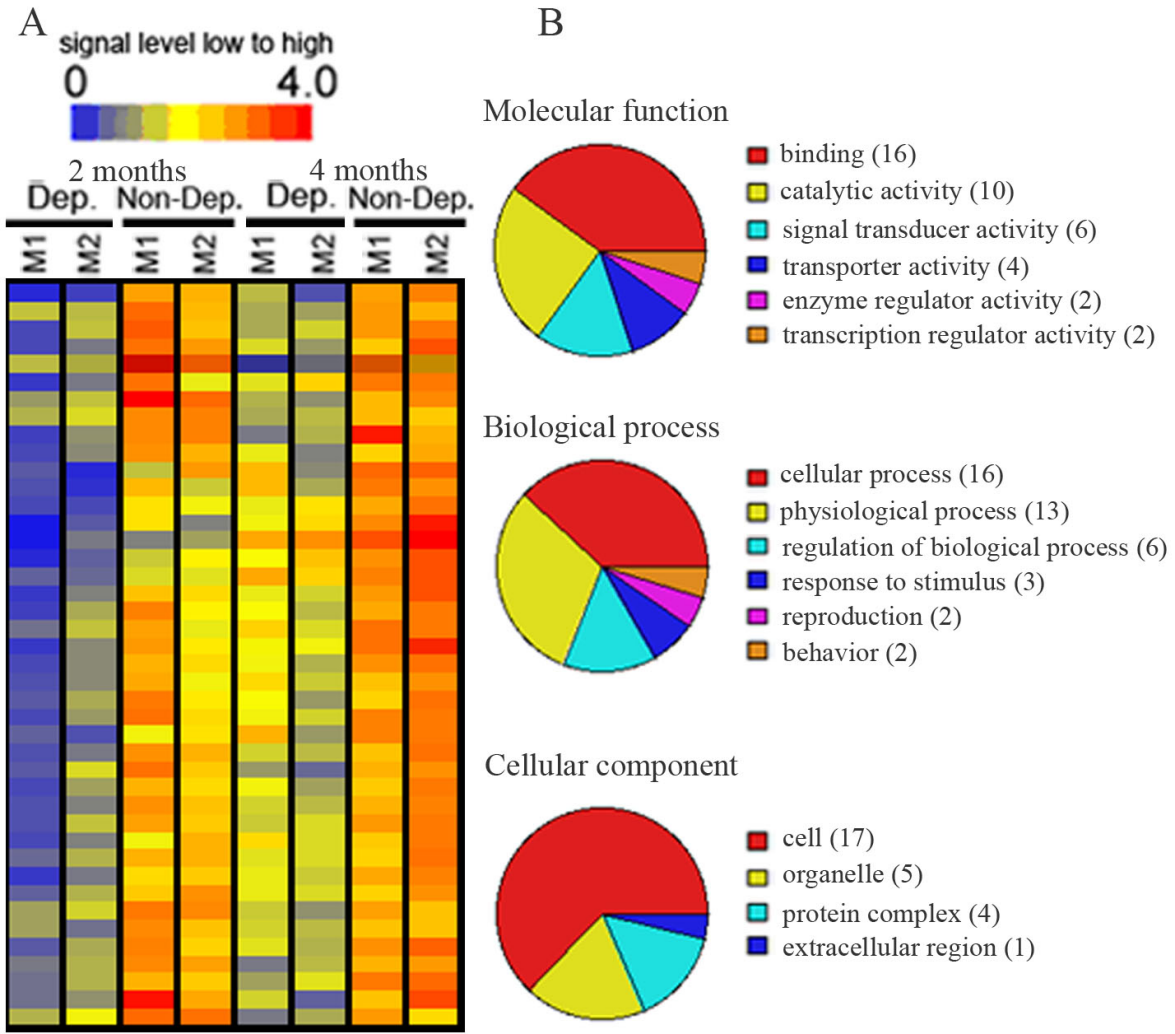
Transcripts that were downregulated in deprived magnocellular layers as compared with non-deprived layers of 2 or 4 months after monocular vision deprivation. **A:** Hierarchical dendogran analysis displayed genes downregulated (blue to green color) in deprived layers as compared with non-deprived layers. **B:** Pie chart displayed functional categorization of genes that were downregulated in deprived layers. Number in parentheses indicated how many genes involved in that category function. M1-M2 represent magnocellular layer I to II. Abbreviations: Dep: deprived layer; Non-Dep: non-deprived layer; 2 months or 4 months: 2 or 4 months of monocular vision deprivation.

**Figure 5:**
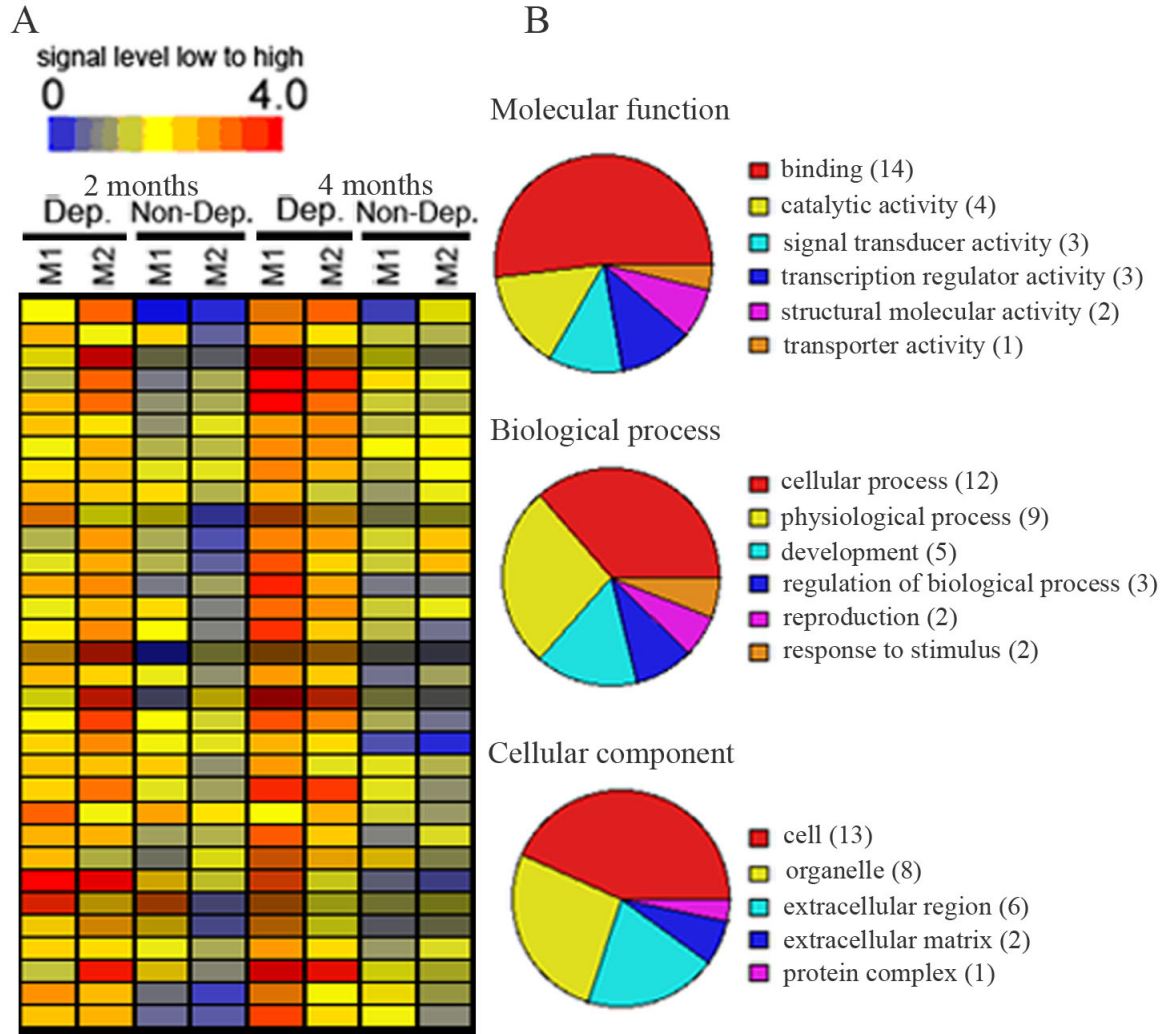
Transcripts that were upregulated in deprived magnocellular layers as compared with non-deprived layers of 2 or 4 months after monocular vision deprivation. **A:** Hierarchical dendogran analysis displayed genes upregulated (orange to red color) in deprived layers as compared with non-deprived layers. **B:** Pie chart displayed functional categorization of genes that were upregulated in deprived layers. Number in parentheses indicated how many genes involved in that category function. M1-M2 represent magnocellular layer I to II. Abbreviations: Dep: deprived layer; Non-Dep: non-deprived layer. 2 months or 4 months: 2 or 4 months of monocular vision deprivation.

**Table 1:** Transcripts that were upregulated in deprived magnocellular layers as compared with non-deprived layers

**Affymatrix ID**	**RefSeq**	**Gene Symbol**	**Transcripts**	**Fold Change**
MmugDNA.2791.1.S1_at	NM_002581	PAPPA	pregnancy-associated plasma protein A, pappalysin 1	9.1
MmuSTS.1876.1.S1_at	NM_080803	COL13A1	collagen, type XIII, alpha 1	8.3
MmuSTS.3434.1.S1_at	NM_170696	ALDH1A2	aldehyde dehydrogenase 1 family, member A2	5.4
MmugDNA.7497.1.S1_at	NM_213609	FAM19A1	family with sequence similarity 19, member A1	4.6
MmugDNA.27876.1.S1_at	NM_002581	PAPPA	pregnancy-associated plasma protein A, pappalysin 1	4.2
MmuSTS.3785.1.S1_at	AY436323	AGT	angiotensinogen (serine/cysteine) proteinase inhibitor	4.2
MmugDNA.18346.1.S1_at	NM_198541	IGFL1	insulin growth factor-like family member 1	3.9
MmugDNA.22116.1.S1_at	NM_006183	NTS	neurotensin	3.8
MmugDNA.13685.1.S1_at			unknown	3.7
MmuSTS.3385.1.S1_at	NM_181523	PIK3R1	phosphoinositide-3-kinase, regulatory subunit 1	3.7
MmugDNA.35490.1.S1_at	NM_006328	RBM14	RNA binding motif protein 14	3.3
MmugDNA.14651.1.S1_at	NM_004904	CREB5	cAMP responsive element binding protein 5	3.2
MmugDNA.37283.1.S1_at	NM_021190	PTBP2	Polypyrimidine tract binding protein 2	3.1
MmugDNA.17471.1.S1_at	NM_024749	FLJ12505	Hypothetical protein FLJ12505	3.0
MmugDNA.38329.1.S1_at	NM_032160	C18orf4	chromosome 18 open reading frame 4	3.0
MmugDNA.37023.1.S1_at	NM_006147	IRF6	interferon regulatory factor 6	2.8
MmugDNA.38004.1.S1_at			Transcribed locus	2.7
MmugDNA.29288.1.S1_at	NM_015393		unknown	2.5
MmugDNA.37083.1.S1_at	NM_145753	PHLDB2	pleckstrin homology-like domain, family B, member 2	2.5
MmugDNA.6639.1.S1_at			Transcribed locus	2.4
MmugDNA.22537.1.S1_s_at	NM_002291	LAMB1	laminin, beta 1	2.2
MmuSTS.3615.1.S1_at	NM_001266	CES1	carboxylesterase 1	2.1
MmugDNA.42270.1.S1_at	NM_013372	GREM1	gremlin 1, cysteine knot superfamily	2.0
MmugDNA.9692.1.S1_at			unknown	2.0
MmugDNA.15114.1.S1_at	NM_001812	CENPC1	centromere protein C 1	1.9
MmugDNA.32812.1.S1_at	NM_006108	SPON1	spondin 1, extracellular matrix protein	1.9
MmugDNA.6252.1.S1_s_at	NM_001670	ARVCF	armadillo repeat gene deletes in velocardiofacial syndrome	1.9
MmuSTS.3940.1.S1_at	NM_007269	STXBP3	syntaxin binding protein 3	1.9
MmugDNA.39862.1.S1_at	NM_001280	CIRBP	cold inducible RNA binding protein	1.8
MmugDNA.8458.1.S1_at	NM_000527	LDLR	low density lipoprotein receptor	1.8
MmugDNA.34471.1.S1_at	NM_025154	UNC84A	unc-84 homolog A (C. elegans)	1.7
MmugDNA.39414.1.S1_at	NM_002130	HMGCS1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	1.7

Affymatrix ID is ID from Affymatrix GeneChip. RefSeq, Gene Symbol, and Transcripts are the gene ID, gene symbol and gene name from GenBank. Number indicated fold change.

### Verification of differential gene expression by quantative reverse transcription polymerase chain reaction

We selected several differentially expressed genes involved in cell-cell signaling and signal transduction as detected by microarray for verification by qRT–PCR. 

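SCN3B, an auxiliary subunit of voltage-gated sodium channels, rose in deprived parvocellular layers from 962 ± 431 (SD, n = 8 layers) to 2148 ± 619 (SD, n = 8) in MmugDNA.34281.1.S1_at, a log2 fold change of 1.21 (SE 0.19, adjusted p = 0.00586) from limma, and had a log2 fold change of 1.14 (SE 0.19, adjusted p = 0.00746) in MmugDNA.34284.1.S1_at, with 1 nondeprived array (layer 5, contralateral LGN, 4 months) at 1937 in the first; its other probe set, MmunewRS.814.1.S1_at, had 0.38 (SE 0.36). PIK3R1 rose from 912 ± 577 (SD, n = 8) to 2121 ± 1077 (SD, n = 8) in MmuSTS.3385.1.S1_at, a log2 fold change of 1.30 (SE 0.17, adjusted p = 0.00213). In its brightest probe set, MmugDNA.31088.1.S1_at, the log2 fold change was 0.39 (SE 0.16, adjusted p = 0.314), with 1 deprived array (layer 4, contralateral LGN, 4 months) at 1800.2, without which it passed, and in the other two it was 1.07 (SE 0.30) and 0.84 (SE 0.22). NQO2, a quinone reductase, fell from 6561 ± 1052 (SD, n = 8) to 4112 ± 1122 (SD, n = 8), a log2 fold change of -0.70 (SE 0.11, adjusted p = 0.00469), with 1 nondeprived array (layer 5, contralateral LGN, 4 months) at 4322. WNT5A read 396 ± 154 (SD, n = 8) in deprived and 638 ± 139 (SD, n = 8) in nondeprived layers, a log2 fold change of -0.80 (SE 0.20, adjusted p = 0.0661), and did not pass; it passed among probe sets with a mean signal of 100 or more, with the GAPDH or the actin ratio as a covariate and in 1 of 16 fits with 1 array left out. Each of these probe sets went the same way in 4 of 4 LGNs. Without the trend of the spread with the signal SCN3B in the first probe set and NQO2 no longer passed. In magnocellular layers none passed: the log2 fold changes were 0.98 (SE 0.38) for SCN3B in the first probe set, -0.52 (SE 0.25) for NQO2 and -1.07 (SE 0.31) for WNT5A. SCN3B had 0.50 (SE 0.44) there in MmugDNA.34284.1.S1_at and -0.16 (SE 0.67) in MmunewRS.814.1.S1_at. All come from the arrays of 2 animals; the qRT-PCR values are not analysed here.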

The qRT–PCR results were consistent with the microarray data for all the genes verified. For example, *CRH* and *GABRA1* were downregulated in deprived parvocellular layers by 2.3 fold and 1.7 fold by microarray and 4.3 fold and 2.5 fold by qRT–PCR. 

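CRH (MmugDNA.11712.1.S1_at), the peptide corticotropin-releasing hormone, read 1914 ± 283 (SD, n = 8 layers) in deprived and 1426 ± 323 (SD, n = 8) in nondeprived parvocellular layers of the 2 animals. Its log2 fold change was 0.45 (SE 0.11, adjusted p = 0.0576) from limma, positive in 4 of 4 LGNs and in 8 of 8 pairs of layers, and it did not pass the test over all probe sets. It passed, as higher, among probe sets with a mean signal of 100 or more and in 2 of 16 fits with 1 array left out, and in none of the other alternatives. In magnocellular layers CRH read 1763 ± 711 (SD, n = 4) in deprived and 1155 ± 236 (SD, n = 4) in nondeprived layers, a log2 fold change of 0.54 (SE 0.32, adjusted p = 0.836), positive in 3 of 4 LGNs. The probe set is the only one under that symbol; the appendix lists of the paper, which give probe sets, were not available here. These p-values measure the spread within LGNs, not between animals.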

Dihydropyrimidinase-like 3 (*DPYSL3*) was upregulated in deprived parvocellular layers by 2 fold by microarray and 2.5 fold by qRT–PCR. 

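DPYSL3 (MmugDNA.2168.1.S1_at), a protein of growing axons that binds tubulin, read 24820 ± 1710.4 (SD, n = 8 layers) in deprived and 24065 ± 3254 (SD, n = 8) in nondeprived parvocellular layers, among the strongest signals of the named genes. Its log2 fold change was 0.05 (SE 0.09, adjusted p = 0.897) from limma, higher in 3 of 4 LGNs, and turned to -0.02 after quantile normalization. In magnocellular layers it was 0.17 (SE 0.28, adjusted p = 0.927), higher in 2 of 4 LGNs, and turned to -0.07 after median scaling. DPYSL4 and DPYSL5, of the same family, had -0.25 (SE 0.19) and -0.37 (SE 0.20) in parvocellular layers. None of these passed the test over the layers of 2 animals.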

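NDST4, an enzyme that modifies heparan sulfate chains, read 424 ± 103 (SD, n = 4 layers) in deprived and 1365 ± 664 (SD, n = 4) in nondeprived magnocellular layers, a log2 fold change of -1.61 (SE 0.34, adjusted p = 0.836) from limma, lower in 4 of 4 LGNs. In parvocellular layers, where it read 90.8 ± 68.6 and 139 ± 131 (SD, n = 8 each), it had a log2 fold change of -0.10 (SE 0.48, adjusted p = 0.967), not exact, since 3 of 8 arrays of each group lie below the background noise that the paper gives, and this sign turned in the animal deprived for 4 months alone (0.58). CREB5 rose in MmugDNA.14651.1.S1_at, from 591 ± 174 (SD, n = 8) to 1038 ± 255 (SD, n = 8) in parvocellular layers, a log2 fold change of 0.82 (SE 0.15, adjusted p = 0.011), with 1 nondeprived array (layer 5, contralateral LGN, 4 months) at 990.2. It did not pass without the trend of the spread with the signal or after median scaling. In its brightest probe set, MmugDNA.23379.1.S1_at, it had a log2 fold change of 0.05 (SE 0.11, adjusted p = 0.916). In MmugDNA.27809.1.S1_at it had -0.04 (SE 0.26). CAMK2A, a kinase of synaptic plasticity, read 24.0 ± 16.8 (SD, n = 8) in deprived and 18.9 ± 15.3 (SD, n = 8) in nondeprived parvocellular layers, both below the background noise that the paper gives, with a log2 fold change of 0.47 (SE 0.65, adjusted p = 0.866), which is not exact; this turned to -0.16 in the animal deprived for 2 months alone. In magnocellular layers ALDH1A2 read 187 ± 95.3 (SD, n = 4) in deprived and 37.5 ± 24.5 (SD, n = 4) in nondeprived layers, the latter also below that noise, so that its log2 fold change of 2.50 (SE 0.59, adjusted p = 0.836) is not exact. Of the 14 genes of Table 2, 10 have a probe set under their own symbol. The p-values measure the spread within 2 animals, and the table does not say from which layers its fold changes come.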

The primers used in qRT–PCR and fold changes of genes were listed in Table 2.

**Table 2:** Verification of the data by qRT-PCR

**Gene**	**Primer sequence**	**Microarray fold change**	**qRT-PCR fold change**
NDST4	5’-CCCCAAAGCCAAGATCATCA-3’	-3.7	-3.3
	5’-ACCTCAGAGCAGCTGGATCTTC-3		
CRH	5’-GCAGCAGCAACACAATGTTATTC-3’	-2.3	-4.3
	5’-ACGTTTTCTCACAGGTCTACATTCTC-3’		
KCNC3	5’-CTTGTCACCGCCTGAGACCT-3’	-2.0	-2.7
	5’-GAGATTTGAAGCCCAGTGTCTT-3’		
STAT4	5’-GGTTGTCTGCTCTGCCATTC-3’	-1.9	-2.4
	5’-TTTGGGAATGTCAGGATATAGG-3’		
WNT5A	5’-TTGCAGCGTATCACTGTTATGA-3’	-1.8	-2.5
	5’-TTCAAGTACACTGGGAACAGTTTT-3’		
GABRA1	5’-AAGAGGTCAAGCCCGAAACA-3’	-1.7	-2.5
	5’-AAATAGCAGCGGGAAGGCTAT-3’		
NQO2	5’-CCACGAAGCCTACAAGCAAAG-3’	-1.7	-3.1
	5’-AGTACAGCGGGAACTGAAATATCAC-3’		
CAMK2A	5’-ATCACTGGCCTCTGTCCTTG-3’	1.8	2.3
	5’-ATGGGATCACTGGGCCTTACT-3’		
CREB5	5’-GCTCACCACTCACAGAACAGAC-3’	1.9	2.6
	5’-TTAAAAGAAAGGACGCATGGTA-3’		
DPYSL3	5’-GCTGACACCTGAGCCTGGAT-3’	2.0	2.5
	5’-GGAGAAAGCCTGGGAAGCTT-3’		
PIK3R1	5’-TCATTGAACAGCAAAGTAGGATTCA-3’	2.4	3.2
	5’-CGGTGGGCAAGCTACACTGTA-3’		
SCN3B	5’-GACCATAGCTGCTTCCTTTTCT-3’	2.4	3.7
	5’-AGAAGCAGTGAGTGGGATTAGG-3’		
HRK	5’-GGAGCCCAGAGCTTGAAAGG-3’	4.1	4.4
	5’-CCCCAGTCCCATTCTGTGTT-3’		
ALDH1A2	5’-AGTGTCTTCTGCAATGCAAGC-3’	5.4	6.3
	5’-CATTTCTCTCCCATTTCCAGAC-3’		
CRH	5’-CTCACAGCAACAGGAAACTC-3’	-2.3	primers for in situ
	5'-CTCTTACACAACCAAACTGACCAA-3'		
GABRA1	5’-TATTGCCGTGTGCTATGCCTTTGT-3’	-1.7	primers for in situ
	5’-AGATGGGAATTACTGCGTTGAGAA-3’		

The PCR primers were designed based on human gene sequences derived from GenBank. Primers for in situ hybridization probes were generated by PCR reactions using monkey corticotrophin-releasing hormone (*CRH*; accession number NM_000756) and gamma-aminobutyric acid A receptor, alpha 1 (*GABRA1* from accession number NM_000806).

### Verification of differential gene expression by in situ hybridization

Several differentially expressed genes involved in cell-cell signaling as detected by microarray were analyzed by in situ hybridization. Primers generated for in situ probes are listed in Table 2. Expression of *CRH* and *GABRA1* was downregulated in deprived layers of deprived monkeys. The microarray results were confirmed by in situ hybridization. The density of staining was markedly reduced in deprived layers II, III, and V (Figure 6C,F,G,H) and I, IV, and VI (Figure 6D,E,I) for *CRH* (Figure 6). The density of staining was markedly reduced in deprived layers II, III, and V (Figure 7C,F) and I, IV, and VI (Figure 7D,E) for *GABRA1* (Figure 7). The density of staining of *CRH* and *GABRA1* was quantified for LGN in deprived monkeys (Figure 8). In normal control LGN, the density of staining for *CRH* and *GABRA1* was evenly distributed in parvocellular or magnocellular layers. These findings support the reliability of our microarray results.

**Figure 6:**
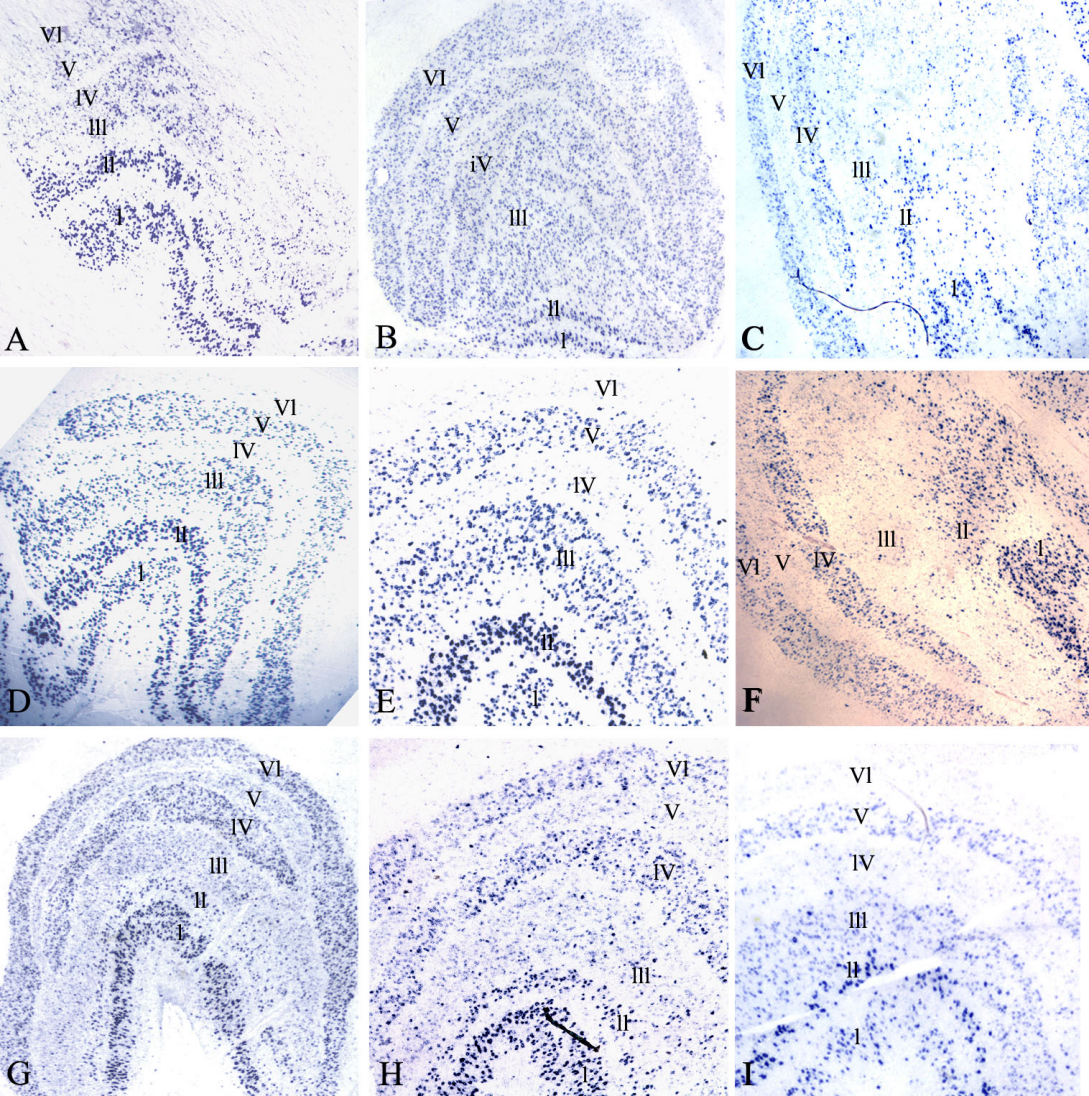
In situ hybridization of CRH in control and LGN. **A** and **B**: CRH expression in the LGN of two control monkeys (C1and C2). **C:** Ipsilateral LGN of a monkey that was monocular vision-deprived for four months (MD5). **D:** CRH showed decreased expression in deprived layers (layers I, IV, and VI) in the LGN contralateral to the eye from a monkey that was monocular vision-deprived for four months (MD3). **E.** Higher-magnification photomicrograph of **D**. **F:** Ipsilateral LGN from a monkey that was monocular vision-deprived for two (MD2). **G.** CRH showed decreased expression in deprived layers (layers II, III, and V) in the LGN ipsilateral to the eye from a monkey that was monocular vision-deprived for four months (MD4). **H:** Higher-magnification photomicrograph of **G**. **I:** Contralateral LGN eye from a monkey that was monocular vision-deprived for four months (MD4).

**Figure 7:**
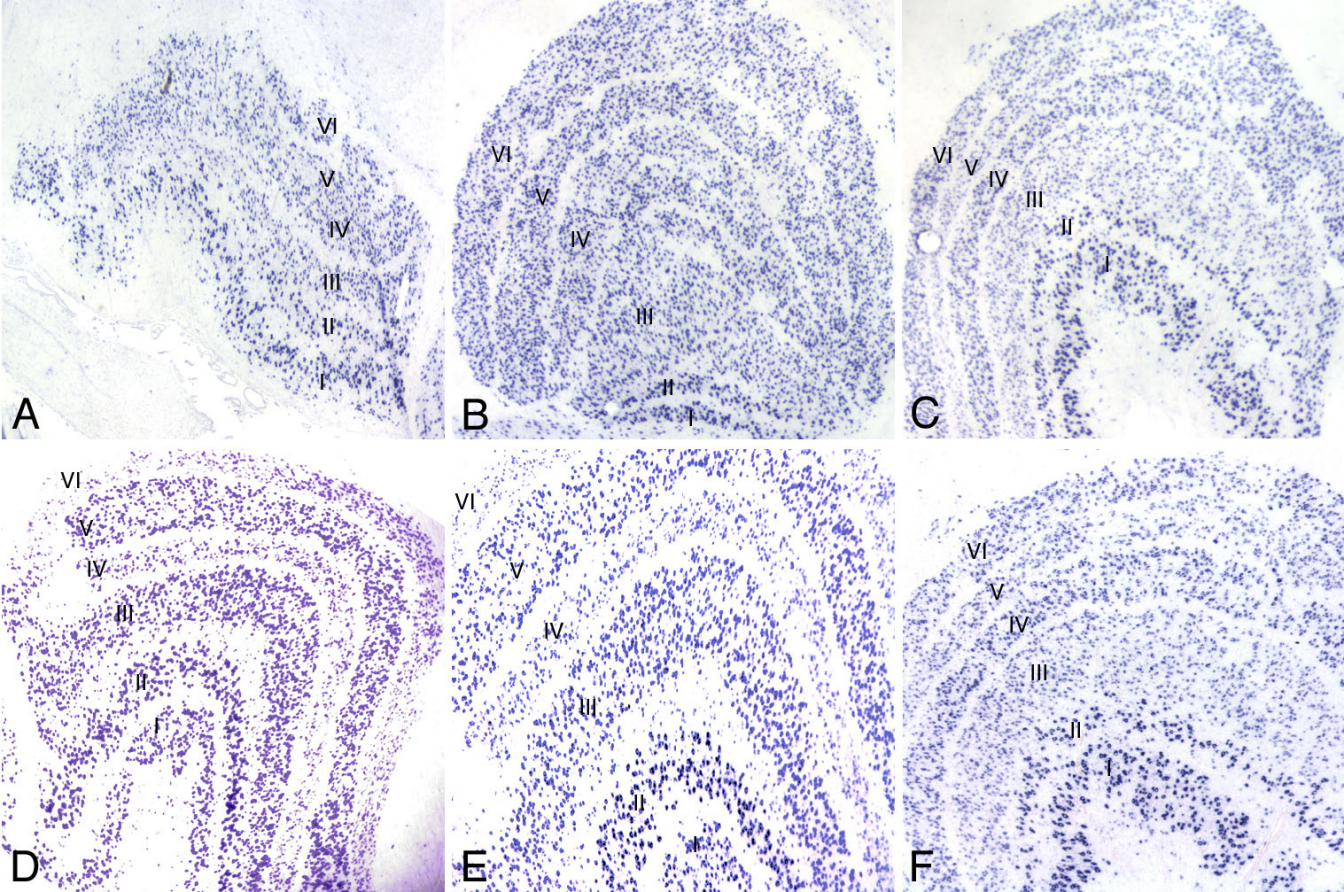
In situ hybridization of GABRA1 in control and deprived LGN. **A** and **B:** GABRA1 expression in the LGN of two control monkeys (C1 and C2). **C:** GABRA1 showed decreased expression in deprived layers (layers II, III, and V) in the LGN ipsilateral to the eye from a monkey that was monocular vision-deprived for four months (MD4). **D:** GABRA1 showed decreased expression in deprived layers (layers I, IV, and VI) in the LGN contralateral to the eye from a monkey that was monocular vision-deprived for four months (MD3). **E:** Higher-magnification photomicrograph of **D**. **F:** Higher-magnification photomicrograph of **C**.

**Figure 8:**
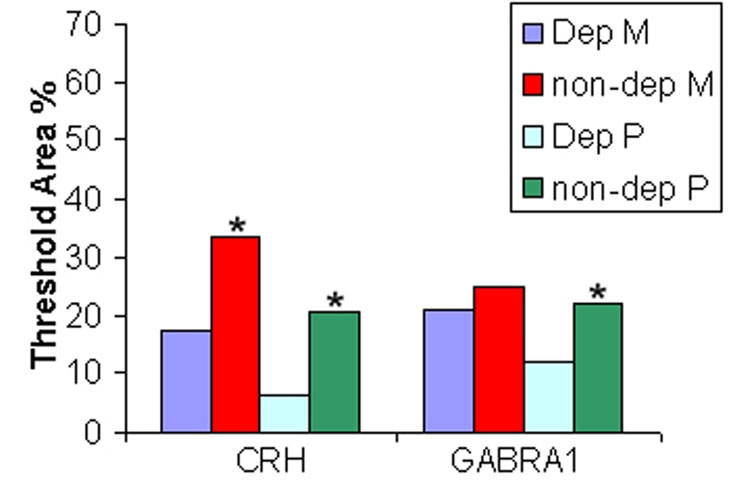
Quantification for in situ hybridization of CRH and GABRA1 in deprived LGN. Percent threshold area represents the percentage of area in a given layer that contains a positive in situ hybridization signal. The purple colored graph bar is Dep M which indicates deprived magnocellular layers. The red colored graph bar is non-dep M which indicates nondeprived magnocellular layers. The light blue colored graph bar is Dep P which indicates deprived parvocellular layers. The green colored graph bar is non-dep P which indicates nondeprived parvocellular layers. The asterisk Denotes a p<0.05 for deprived layers compared to nondeprived layers.

## Discussion	

Understanding the molecular pathogenesis of amblyopia is a necessary step toward the discovery of effective therapies. Our present study demonstrates that we have established a powerful model to study the molecular mechanisms related to monocular vision-deprivation-induced amblyopia in nonhuman primates. By using laser capture microdissection and DNA microarray techniques in a monocular vision-deprived monkey, we have obtained a snapshot of gene expression in LGN at a time when anatomic and cellular alterations resulting from visual deprivation are well established.

Distinct anatomic and cellular alterations have been shown to occur in the LGN of monkeys that have undergone two or four months of visual deprivation. Our microarray analysis revealed 190 genes with altered expression due to visual deprivation in the parvocellular and magnocellular layers of LGN. 

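Most probe sets that changed in parvocellular layers had a log2 fold change of the same sign in magnocellular layers, where none passed the test, among them ALDH1A2, TAFA1 and the PIK3R1 probe set of Table 1, with positive values in 4 of 4 LGNs in each class. AGT rose in parvocellular layers from 2772 ± 578 (SD, n = 8 layers) to 4926 ± 1057 (SD, n = 8), a log2 fold change of 0.83 (SE 0.13, adjusted p = 0.00469) from limma, and PAPPA in MmugDNA.27876.1.S1_at from 485 ± 188 (SD, n = 8) to 1049 ± 134 (SD, n = 8), a log2 fold change of 1.22 (SE 0.20, adjusted p = 0.00744). COL13A1 had a log2 fold change of 0.63 (SE 0.14, adjusted p = 0.0309), SPON1, a matrix protein of axon growth, a log2 fold change of 0.67 (SE 0.12, adjusted p = 0.011), and SUN1, of the nuclear envelope, a log2 fold change of 0.72 (SE 0.13, adjusted p = 0.013). Without the trend of the spread with the signal none of these 5 passed, nor did COL13A1, SPON1 and SUN1 after median scaling. Of the 32 probe sets of Table 1, 31 had a positive log2 fold change in parvocellular layers, 17 passed over all probe sets, and 24 were higher when adjusted over the list alone. Of the 220 probe sets that rose in parvocellular layers 203 had a positive log2 fold change in magnocellular layers, 81 of them at an unadjusted p under 0.05, and of the 145 that fell 140 had a negative one, 51 of them at an unadjusted p under 0.05. Over the 8 ways to assign the magnocellular arrays within their LGNs, this share of 94.0% was the highest, but another assignment gave 88.8%. Agreement was weaker by the study's fold rule, which took 153 probe sets in both classes in the same direction and 58 in opposite directions. At an adjusted p under 0.05 no probe set was called in both classes by limma. At an unadjusted p under 0.01 in each, 59 were higher in both, against 6.95 by chance (Fisher's exact test, p = 3.35e-37), and 42 were lower in both, against 1.58 by chance (Fisher's exact test, p = 6.67e-50). Across 17240 probe sets with a mean log2 signal above that of 200, the log2 fold changes of the 2 classes correlated with r = 0.501. This was 0.281 with the actin ratio as a covariate in both fits, 0.245 without the contralateral LGN at 2 months and 0.0778 with both. The actin ratio was higher in 3 of 4 deprived magnocellular arrays (1233, 1761 and 2324) than in any nondeprived one (up to 533). Probe sets are not independent replicates, and the 2 classes share LGNs of 2 animals. The test of the difference between the classes took 0 probe sets in limma (2540 at an unadjusted p under 0.05, smallest adjusted p = 0.171), where COL13A1 had -2.25 (SE 0.42, adjusted p = 0.265) and SPON2 2.53 (SE 0.60, adjusted p = 0.519). The paper proposes that the genes it found altered take part in the pathogenesis of the amblyopia that follows monocular deprivation.

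**Figure D3:**
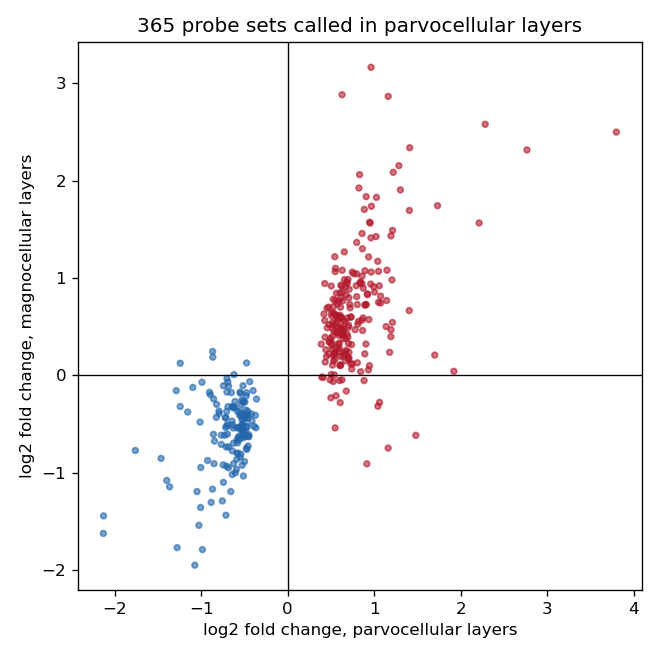
Log2 fold change, deprived over nondeprived, in magnocellular layers (vertical) against parvocellular layers (horizontal) for the 365 probe sets called in parvocellular layers; each point is a probe set. In 343 of them, or 94.0%, the sign is the same, against up to 88.8% in other assignments of the magnocellular arrays within their LGNs.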

Although this is a relatively small number, the genes identified are involved in many diverse processes and are quite likely to play roles in the pathogenesis of amblyopia associated with monocular vision deprivation.

The primary anatomic changes of the deprived LGN parvocellular layer include neuronal loss and atrophy. Consistent with these findings, our expression profiling discovered several differentially expressed genes that were reported to be involved in controlling neuronal apoptosis and atrophy, including *CRH* which might prove to be particularly important in driving the anatomic changes associated with monocular vision deprivation. 

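CRH had a log2 fold change in parvocellular layers of 0.37 in the animal deprived for 2 months and of 0.53 in the animal deprived for 4 months, and the test of the difference between them gave an adjusted p of 0.975 from limma. CRHBP (MmunewRS.711.1.S1_at), the protein that binds CRH and keeps it from its receptors, fell in the same layers from 419 ± 103 (SD, n = 8 layers) to 169 ± 70.3 (SD, n = 8), a log2 fold change of -1.40 (SE 0.24, adjusted p = 0.00982), lower in 4 of 4 LGNs and in 8 of 8 pairs of layers; it did not pass without the trend of the spread with the signal. In magnocellular layers CRH had 1.06 at 2 months and 0.02 at 4 months. The log2 fold change of CRHBP in parvocellular layers was -1.26 at 2 months and -1.53 at 4 months. In magnocellular layers CRHBP read 436 ± 88.8 (SD, n = 4) in deprived and 941 ± 309 (SD, n = 4) in nondeprived layers, a log2 fold change of -1.08 (SE 0.31, adjusted p = 0.836), and passed when adjusted over the list of the CRH system alone. Each duration is 1 animal, so that duration is not replicated, and the series with the human chip is not analysed here.

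**Figure D4:**
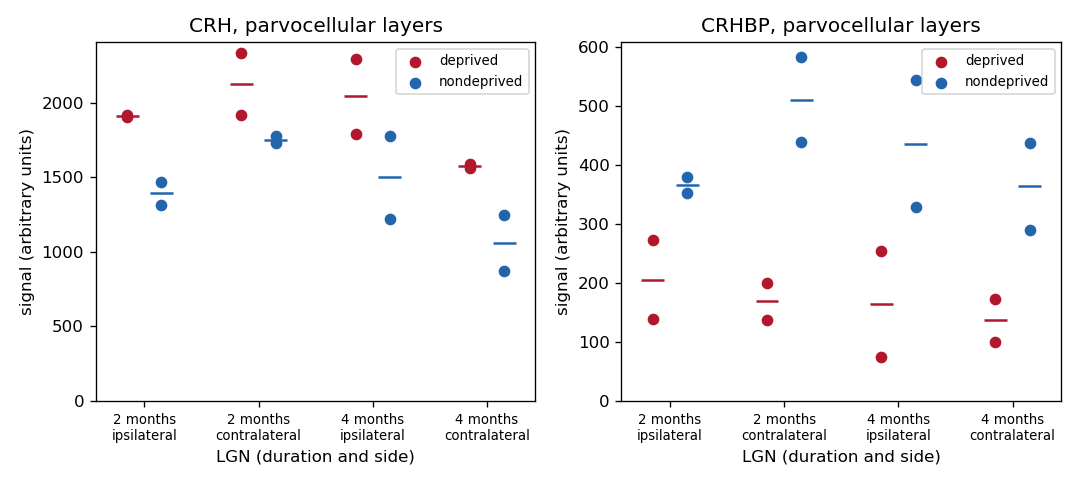
Signal of CRH and of CRHBP (arbitrary units) in each parvocellular layer of the 4 LGNs, deprived and nondeprived; each point is 1 array and the horizontal lines are the means of 2 layers. CRHBP lies lower in the deprived layers, at 169 ± 70.3 against 419 ± 103 (SD, n = 8 each).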

Reduced *CRH* expression was detected in the deprived layers of LGN in monkeys deprived for two or four months (cross-species hybridization using the human chip showed the same result, which was deposited in the GEO as GSE2165). Once thought to be only involved in maintaining neuroendocrine responses to induce cell-cell signaling and signal transduction, the role of CRH has now been expanded and is thought to be involved in several apoptotic pathways. In primary neuronal culture, CRH was protective against cell death caused by an amyloid-beta peptide. This effect was blocked by a CRH receptor antagonist and by an inhibitor of cyclic AMP-dependent protein kinase. CRH can also protect neurons against cell death caused by lipid peroxidation and the excitotoxic neurotransmitter glutamate [27]. Therefore, the reduction in CRH expression levels observed in the present study suggests that CRH might account for the reduction of LGN neuron number in the deprived layers. 

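CRHR1 (MmuSTS.1885.1.S1_at), the receptor through which CRH acts, read 317 ± 189.9 (SD, n = 8 layers) in deprived and 315 ± 55.3 (SD, n = 8) in nondeprived parvocellular layers, with 1 deprived array (layer 6, contralateral LGN, 2 months) at 737. Its log2 fold change was -0.15 (SE 0.25, adjusted p = 0.893) from limma, lower in 3 of 4 LGNs, and turned to 0.01 in the animal deprived for 2 months alone. The other probe sets of CRHR1 had -0.26, -0.08 and -0.13, with standard errors of 0.36, 0.39 and 0.37. These are not exact, since their nondeprived means of 83.4, 43.2 and 75.2 lie near or below the background noise that the paper gives. In magnocellular layers the brightest had a log2 fold change of -0.63 (SE 0.46, adjusted p = 0.843), which turned to 0.72 with the actin ratio as a covariate, and the others had 1.30 (SE 0.88), -0.41 (SE 1.18) and 0.87 (SE 1.24), which are not exact either, at nondeprived means of 25.2, 58.5 and 30.3. Of 6 measured genes of the CRH system in parvocellular layers, CRHBP fell and 5 did not pass over all probe sets; adjusted over the list alone, 1 was lower and 1, CRH, was higher. The list had a median of -0.03 (adjusted p = 0.711 from camera) in parvocellular and of 0.32 (adjusted p = 0.978, with camera leaning downward) in magnocellular layers, where none passed over all probe sets. At 2 and 4 months alone it was 0.16 and -0.20 in parvocellular and 0.47 and -0.13 in magnocellular layers. UCN, a related peptide, had a log2 fold change of -0.12 (SE 0.14, adjusted p = 0.835) in parvocellular layers. The layers come from 2 animals.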

CRH stimulates cAMP production in various regions of the central nervous system and binds specifically to CRH receptor type 1 (which also was downregulated in our study), which leads to stimulation of multiple G-proteins associated with several putative intracellular signaling pathways [28]. Downregulation of CRH expression has also been observed in some neurodegenerative diseases such as Alzheimer disease [29-31] and Huntington disease [32]. A potential role for reduced CRH in neuron loss in the LGN of deprived monkeys has not been previously considered, but could be of particular importance.

GABA, the major inhibitory neurotransmitter in the mammalian brain, functions through the GABA-A receptor (GABRA). GABRA is a ligand gated chloride channel that has been shown to be involved in visual cortical plasticity. The onset of critical period can be delayed by low levels of GABA and accelerated by enhancing its inhibition [33]. One subunit of this receptor is GABRA alpha 1 (GABRA1). Our study showed a reduction of *GABRA1* mRNA in deprived layers of LGN (cross-species hybridization using the human chip showed the same result, which was deposited in the GEO as GSE2165). Our finding further supports the importance of GABA activity in the pathology of monocular vision deprivation. The finding is also consistent with previous studies on monkeys [34,35], which showed reduced GABA activity in the deprived LGN. Hendry and Miller [36] reported decreased GABRA1 protein, and Huntsman and colleagues [37] reported decreased mRNA in deprived LGN.

Prior gene expression profiling studies to compare deprived and nondeprived layers of the LGN in monocular vision-deprived monkey are scarce. This is the first paper to study deprived and nondeprived layers of the LGN in the monocular vision-deprived monkey at the molecular level by using LCM and Rhesus chip microarray. Lachance and Chaudhuri [21] used similar techniques on the normal vervet monkey (an Old World species) and samples cross-hybridized to the Rhesus array. Prasad et al. [38,39] used monkey cDNA array to study gene profiling of parvocellular and magnocellular layers, but did not dissect individual layers. In the present study, we used laser capture microdissection, which allowed a more precise dissection of each layer. We also used genome-wide expression profiling technology to allow screening of more genes. Our microarray data proved reliable as several selected differentially expressed genes were verified by qRT–PCR and in situ hybridization.

In summary, by using laser capture microdissection and DNA microarray techniques in a monocular vision-deprived amblyopia monkey model, we found significant differences in the gene expression profile between deprived and nondeprived parvocellular layers and magnocellular laminae. We identified genes that were upregulated or downregulated in LGN associated with visual deprivation. These alterations in gene expression may play a critical role in the molecular pathogenesis of amblyopia. The genes identified in this study are involved in many diverse processes, including cell-cell signaling/binding (calcium ion binding, nucleic acid and nucleotide binding), catalytic activity/metabolisms, and signal transducer activity. Change of expression levels of these genes may indeed drive the anatomic and physiologic alterations from visual deprivation. The findings may provide insights into understanding molecular pathogenesis of amblyopia. It is also possible that some anatomic and physiologic alterations seen in visual deprivation may be caused by post-transcriptional regulation of genes. Further identification of molecular pathophysiologic pathways of monocular vision deprivation and gene expression changes in the visual cortex will increase our understanding of disease causing mechanisms. These may eventually lead to effective therapeutic interventions to slow or reverse the consequences of monocular vision deprivation during visual development, such as amblyopia from congenital cataract. 

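Among the named genes that changed in parvocellular layers, SCN3B had a log2 fold change of 0.92 at 2 months and 1.49 at 4 months, FGF11 of -1.61 and -1.91, and TAFA1 of 3.30, which is not exact, and 2.23. The test of the difference of the deprivation effect, 4 months minus 2 months, took 0 of 37623 probe sets in parvocellular layers (limma; 603 positive and 862 negative at an unadjusted p under 0.05, smallest adjusted p = 0.139). In magnocellular layers it also took 0 (limma; 107 and 360 at an unadjusted p under 0.05, smallest adjusted p = 1.00). Among the named genes nearest to a difference in parvocellular layers were DCLK1, a kinase of neuronal migration, with 0.95 (SE 0.22), LMO4, a transcriptional cofactor, with 0.75 (SE 0.20), PEBP4, with -1.36 (SE 0.28), and MT2A, a metallothionein, with -0.89 (SE 0.25), all at an adjusted p of 0.973. In magnocellular layers ANK1, an ankyrin of the membrane skeleton, had -3.23 (SE 0.79), GSN, which severs actin filaments, -2.07 (SE 0.53), and TMSB4X, which binds actin, 1.80 (SE 0.56), at an adjusted p of 1.00. A p that misses the threshold does not show that the durations act alike. The 2 durations are 2 animals with different methods of deprivation, so that a difference between them cannot be put down to duration.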

We focused on the genes with similar expression changes after two and four months of monocular vision deprivation. However, it is possible that changes of genes at one time point related to amblyopia and may or may not related to maturation might be missed by the current selection of differentially expressed genes. However, all of our monkeys displayed profound amblyopia at both two months and four months time points, indicating that a steady-state of amblyopia has been reached at these two time points. The model applied here would be also useful in designing future studies to unravel the molecular alterations in other parts of the visual pathways including the primary visual cortex.

## Appendix 1. Transcripts that were downregulated in deprived parvocellular layers as compared with non-deprived layers.

To access the data, click or select the words “Appendix 1”. This will initiate the download of a (pdf) archive that contains the file. Affymatrix ID is ID from Affymatrix GeneChip. RefSeq, Gene Symbol, and Transcripts are the gene ID, gene symbol and gene name from GenBank. Number indicated fold change, negative indicated downregulated. A positive fold change means the corresponding gene was upregulated in deprived layers.

## Appendix 2. Transcripts that were upregulated in deprived parvocellular layers as compared with non-deprived layers.

To access the data, click or select the words “Appendix 2”. This will initiate the download of a (pdf) archive that contains the file. Affymatrix ID is ID from Affymatrix GeneChip. RefSeq, Gene Symbol, and Transcripts are the gene ID, gene symbol and gene name from GenBank. Number indicated fold change.

## Appendix 3. Transcripts that were downregulated in deprived magnocellular layers as compared with non-deprived layers

To access the data, click or select the words “Appendix 3”. This will initiate the download of a (pdf) archive that contains the file. Affymatrix ID is ID from Affymatrix GeneChip. RefSeq, Gene Symbol, and Transcripts are the gene ID, gene symbol and gene name from GenBank. Number indicated fold change, negative indicated downregulated.

How the deposited data were processed for this re-analysis (not part of the article)

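Gene expression was measured by the authors in 24 laser-captured samples of the LGN of 2 rhesus macaques on the Rhesus Macaque Genome Array, 1 sample and 1 array for each of 6 layers of 4 LGNs. The authors extracted RNA from pooled sections, amplified it in 2 rounds, hybridized it and computed a signal per probe set with GCOS. The deposited values are these signals, a linear signal intensity in arbitrary units that the authors scaled to a trimmed mean (2% at each end) of 500.04 on each array. The paper's text gives a background noise but the background of each array, the presence calls and the change calls are not used here, and neither are the appendix lists of the paper and the series from the human chip. Results for some genes that the paper names are not reported here. The samples were assigned to deprived and nondeprived layers from their labels and the layer scheme of the paper's methods.

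The file holds 52865 probe sets, of which 99 are controls. Gene symbols come from the platform table, which gives 1 symbol for 24956 probe sets, several for 361 and none for 27449; probe sets of Table 1 without a symbol carry the name that the paper gives them. A gene with several probe sets is represented in the lists by the probe set with the highest mean log2 signal, and 14132 distinct symbols stand for 1 probe set or more. For 18 genes of the lists the symbol was updated. A probe set entered the tests when its signal was 100 or more in at least 1 of 24 arrays, the study's own minimum for intensities, which left 37623. Signals under 1 were set to 1 before taking log2.

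Deprived and nondeprived layers were compared in R 4.3.3 with limma 3.58.1 (statmod 1.5.0), with linear models per probe set, moderated by eBayes with a trend of the spread with the signal, and the LGN as a fixed block: 16 arrays for parvocellular and 8 for magnocellular layers. The same models tested the difference of the deprivation effect between durations and between layer classes, and the difference between parvocellular and magnocellular layers. P-values were adjusted by the method of Benjamini and Hochberg over all probe sets of a comparison, with a threshold of 0.05. The study's fold rule was applied to within-LGN pairs of layers (3 with 4, 5 with 6 and 1 with 2), with a mean log2 ratio of at least that of a fold of 1.7 and 6 of 8 or 4 of 4 ratios in one direction; the sign of the ratio stood in for the change call. The paper's text does not name the parvocellular pairs.

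Of 27 gene lists for functions of neurons, metabolism and markers of cell types in and next to the LGN, 25 with at least 5 measured genes were tested with camera in limma, with a preset correlation of 0.01 and adjustment over the lists of a comparison; blood markers and koniocellular markers had fewer measured genes and were not tested. Camera with an estimated correlation and fry, which tests whether the genes of a list move on balance in one direction, were alternatives. With the estimated correlation no list kept its call in either layer class, and with fry the astrocyte markers in parvocellular layers were the 1 list that did. Members were counted at an adjusted p under 0.05 over all probe sets and adjusted over the list alone. Overlaps were tested with Fisher's exact test (two-sided). Standard errors of list medians in the closing section come from 2000 bootstrap resamples of the genes.

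Comparisons, tests, lists, the rule for named genes and most alternatives were set before the data were examined; the paper's tables had been read by then. The named genes are, in each deprivation comparison, the 10 genes with a single symbol in each direction with the largest log2 fold change among those past the threshold with a mean signal of at least 100 in the higher group and the same direction in 4 of 4 LGNs, filled by the smallest unadjusted p where fewer than 10 passed; genes that the paper names in its text and tables; for other comparisons 5 genes in each direction; and members of the lists with the smallest p. Alternatives were quantile normalization, scaling to the same median, log2 of the signal plus 16, signals under 50 set to 50, a mean signal of 100 or more, no filter, eBayes without a trend, other blocks, each array left out (in magnocellular layers its LGN then adds nothing to the effect), each animal alone, other forms of the fold rule, and the mean over all probe sets of a gene for lists. Chosen after the data were seen were the GAPDH ratio and the actin ratio as covariates, the bound at which a fold is held to differ from the paper's, the list tests in each animal alone, list medians after median scaling, comparisons without the array that stood apart, and a score of deprivation.

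The layer numbers do not pair the samples beyond the LGN. After removing the mean of each condition, the correlation of same-numbered parvocellular layers of the 2 LGNs of an animal was between -0.318 and 0.264 across probe sets, so that the LGN was kept as the block. For magnocellular layers this check is void, since each condition has 2 arrays and their deviations mirror each other. No array was a copy of another. The replicate that would allow a statement about animals is the animal, and with 2 of them the p-values measure the spread between layers within LGNs and of the deprivation difference between LGNs. Differences in level between LGNs are taken up by the block. The number of arrays limits the precision.

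The tests were tested on simulated data with the design, levels and spread of these arrays, in which 100 probe sets were changed by 1 and 100 by 2 on the log2 scale among 37623. The simulation was drawn 20 times, after single draws had been seen to differ in their false calls. With the moderated spread the parvocellular comparison found 76 to 90 of the smaller and 98 to 100 of the larger changes with 3 to 15 false calls, the magnocellular comparison 1 to 8 and 56 to 78 with 3 to 16 false calls, and the comparison of the layer classes 69 to 88 and 97 to 100 with 3 to 18 false calls. With the larger unmoderated spread, used first, the magnocellular comparison found 0 of the smaller and 0 or 1 of the larger changes with no false call, the parvocellular one 69 to 83 and 97 to 100 with 6 to 15, and that of the classes 71 to 88 and 96 to 100 with 6 to 16. When the oxidative phosphorylation list was shifted by -0.3, camera called it in 20 of 20 draws, with medians of -0.34 to -0.25 in parvocellular and -0.42 to -0.17 in magnocellular layers; 1 other list was called in 2 of 20 draws in parvocellular and none in magnocellular layers. So at 4 arrays a group a change of 1 on the log2 scale is mostly missed. Correlation between genes is not among the properties that the simulation took over. It therefore does not show how often list tests or probe sets are called falsely where genes move together. In the real data no list kept its call with an estimated correlation, so the 20 of 20 draws do not vouch for the list calls.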

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

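The tests with the GAPDH or actin ratio as a covariate, the comparison of oxidative phosphorylation with neuron markers, the range of the medians of glial and other cell markers, and the tests on layer 5 of the contralateral LGN at 4 months were chosen only after the results were seen. The actin ratio is not exact, so tests with it hold only as far as it measures RNA quality.

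Oxidative phosphorylation genes, a group that the paper does not discuss, were lower in deprived parvocellular layers (median -0.16, bootstrap SE 0.03). In each animal alone the median was -0.10 at 2 months and -0.22 at 4 months. The tables argue against a difference in RNA quality as the whole cause, since with the GAPDH ratio as a covariate the median was -0.12 (adjusted p = 5.80e-05) and with the actin ratio -0.16 (adjusted p = 4.60e-06). A lower share of neuron RNA in the captured tissue stays open, since the median of neuron markers (-0.04) lay 0.119 above (SE 0.0711), not far above its error. The paper reports shrunken neurons in deprived parvocellular layers by H&E staining and names neuronal loss and atrophy as changes there. A lower share of neuron RNA could thus itself follow from deprivation. The other open explanation is a lower energy metabolism of the cells with deprivation, for which the design gives the contrast, as a hypothesis from the same data. With an estimated correlation the list did not pass (adjusted p = 0.454), so the pattern rests on the genes being near to independent.

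Glial markers were higher in the same layers, with medians of 0.23 for astrocytes (SE 0.06), 0.26 for microglia (SE 0.06) and 0.18 for oligodendrocytes (SE 0.08). With an estimated correlation none of these lists passed (adjusted p = 0.270, 0.603 and 0.454). The tables argue against a difference in RNA quality as the whole cause, since the median of astrocyte markers was 0.29 with the GAPDH ratio as a covariate (adjusted p = 5.80e-05) and 0.26 with the actin ratio (adjusted p = 0.000391). A lower share of neuron RNA in the captured tissue, which would raise the markers of every other cell type alike, stays open: the highest and lowest medians of 5 lists of other cell types, those of microglia and of endothelial cells and pericytes (0.08), lay 0.175 apart, and 0.238 of 2000 permutations of the list labels gave as wide a range. This test replaced a first one, by which that difference (SE 0.0737) had excluded it, since the highest and lowest of 5 medians lie apart by their choice. Markers of choroid plexus and ependyma (median 0.01), below those of endothelial cells and pericytes, were not among the 5 lists. The range with them was not tested. The fall of neuron markers that a lower share of neuron RNA also needs was not seen beyond the error (median -0.04, SE 0.07), which does not exclude a small one. The neuronal shrinkage and loss that the paper reports for deprived parvocellular layers would go with a lower share. A change of the glia themselves with deprivation, for which the design gives the contrast, may account for the higher glial markers too, and these explanations cannot be told apart here.

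In nondeprived layer 5 of the contralateral LGN at 4 months, 6 named genes lay apart from the other nondeprived parvocellular layers and near the deprived ones: ALDH1A2 (496), TAFA1 (625), SCN3B (1937), NQO2 (4322), CREB5 (990.2) and STXBP3 (1241). A swapped or wrong label is argued against, since in a score of 200 probe sets chosen on the other 3 LGNs the lower deprived layer of that LGN lay 0.240 above it (bootstrap SE 0.0326). A difference in RNA quality as the whole cause is argued against as the GAPDH ratio measures it, since its 2.95 lay within the 1.97 to 3.91 of the other 3 layers, and, although its actin ratio of 189 lay above their 72.7 to 92.7, as the actin ratio measures it too: in fits without this array the 6 genes deviated in it toward the deprived value by a mean of 1.54 on the log2 scale, and by 1.49 with the actin ratio as a covariate, which lies 0.716 (jackknife SE 0.0956) above the bound set for the test. These 6 genes were picked in this array, so the same was taken over probe sets called in the fit without it, for each nondeprived parvocellular array. Over its 399 such probe sets this array deviated by 0.43 (bootstrap SE 0.02) and with the actin ratio by 0.41 (SE 0.02), and the other 7 by -0.12 to 0.24 and with the ratio by -0.12 to 0.25. The array with the highest actin ratio among them, 2148, deviated by 0.04. RNA of the neighbouring deprived layers in the captured tissue, or a weaker difference of eyes in that layer, may account for it, and no value here decides between these.

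Of 242 groups tested for a single array far from the others 37 had one, more than the 1 in 20 that chance gives, although the genes share arrays. In deprived magnocellular layers, layer 2 of the ipsilateral LGN at 2 months lay apart with a GAPDH ratio of 50.8, a mean correlation of 0.811, LOC707412 at 2584, MmugDNA.38004.1.S1_at at 592 and MmugDNA.9692.1.S1_at at 2365, and that of 4 months with ZNF184 at 1295 and ADAMTS9 at 5468. In nondeprived magnocellular layers, layer 2 of the contralateral LGN at 2 months lay apart with a GAPDH ratio of 14.3, AGT at 500.2 and NQO2 at 12145, layer 1 of the ipsilateral LGN at 4 months with AP1G1 at 3637, ASAH2 at 405 and PTBP2 at 376, and that of 2 months with MmugDNA.38004.1.S1_at at 218 and LAMB1 at 143. In deprived parvocellular layers these were EPN1 at 545 (layer 3, ipsilateral, 2 months), MME at 348 and PIK3R1 at 1800.2 (layer 4, contralateral, 4 months), CRHR1 at 737, IGFL1 at 8465 and ARVCF at 1598 (layer 6, contralateral, 2 months), MmugDNA.38004.1.S1_at at 369 and MmugDNA.9692.1.S1_at at 1838 (layer 5, ipsilateral, 2 months) and STXBP3 at 2044 (layer 5, ipsilateral, 4 months). In nondeprived parvocellular layers, beside layer 5, these were a median signal of 112, a mean correlation of 0.886 and LOC707412 at 1100.4 (layer 3, contralateral, 2 months), TDH at 594, PVALB at 34478 and ARVCF at 1263 (layer 3, contralateral, 4 months) and CIRBP at 2172 (layer 4, ipsilateral, 4 months).

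Other groups that the paper does not discuss passed camera with a preset correlation: glycolysis in parvocellular layers (median -0.20), and in magnocellular layers cholesterol synthesis (0.53), glycolysis (-0.47), meningeal fibroblast markers (0.33) and oxidative phosphorylation (-0.29). With an estimated correlation none of them passed (adjusted p = 0.586 in parvocellular layers and 0.584 for each in magnocellular layers), and with the actin ratio as a covariate neither glycolysis nor oxidative phosphorylation passed in magnocellular layers. Between parvocellular and magnocellular layers, which the paper does not compare, 844 probe sets were higher and 504 lower in parvocellular layers.

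The count of 365 probe sets called in parvocellular layers was the highest of 100 splits within LGNs (1 of 100, highest other 1), so chance can be excluded for it, and the same holds for the 1348 between layer classes (1 of 100, highest other 26). For the 2138 probe sets at an unadjusted p under 0.05 in magnocellular layers it cannot, since 13 of the 32 splits that can be fitted gave as many, up to 5012. Of these 32, 8 keep 1 array of each group in each LGN as the real split does, and 3 of the 8 gave as many, up to 4392. The other 24 put 2 LGNs wholly in 1 group, so that they rest on the 2 other LGNs, and 10 of them gave as many. The fold rule in parvocellular layers took as many as the 1295 in 41 of 100 splits, up to 2325, so chance cannot be excluded for that count. For the 2582 of the fold rule in magnocellular layers the 8 assignments are too few for a share under 0.05; 3 of 8 gave as many, and the highest other was 4273.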

How the results depend on the processing

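The GAPDH and actin covariates, the list tests in each animal alone and the comparisons without the array that stood apart were chosen only after the results were seen. Signals near the background limit the folds of weak probe sets, and where not said otherwise the cause of a difference was not tested.

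In parvocellular layers the count of 365 was 76 after median scaling, 596 with a mean signal of 100 or more (fewer probe sets tested), 15 without the trend, 133 with the layer number within each animal as the block, and 7 and 1 at 2 and at 4 months alone (fewer arrays). It stayed between 259 and 421 under quantile normalization, the offset of 16, the floor of 50, no filter, LGN and layer number, animal only and either covariate, and ran from 136 to 457 with 1 array left out. In magnocellular layers the count of 0 was 1 with the layer number as the block, 1 with animal only, 1 at 2 months alone, 46 at 4 months alone and 2 with the GAPDH covariate (0 with actin), and ran from 0 to 9 with 1 array left out. With the LGN as the block, leaving out 1 magnocellular array takes its whole LGN out of the effect, so that these are fits on 3 LGNs. Between layer classes the 1348 was 763 after median scaling and 1337 without the array that stood apart. The tests of differences between durations and classes took 0 under their 7 alternatives. At an unadjusted p under 0.01 the overlap of 0 became 101.

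The fold rule took 220 with the floor and 252 with the mean signal in parvocellular layers, in place of 1295, and 1355 to 1687 without 1 LGN. In magnocellular layers it took 1373, 1261 and, with a ratio of at least 1.2, 1548 in place of 2582, and 3865, 5521, 4824 and 4455 without 1 LGN.

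With an estimated correlation no list passed, and with fry only astrocyte markers in parvocellular layers did, at unchanged medians (0.23, -0.20, 0.26, 0.18 and -0.16 for astrocyte markers, glycolysis, microglia markers, oligodendrocyte markers and oxidative phosphorylation in parvocellular layers; 0.53, -0.47, 0.33 and -0.29 for cholesterol synthesis, glycolysis, meningeal fibroblast markers and oxidative phosphorylation in magnocellular layers). With the mean over all probe sets of a gene, glycolysis (-0.20) and oligodendrocyte markers (0.19) in parvocellular and cholesterol synthesis (0.44) in magnocellular layers did not pass, with the GAPDH covariate glycolysis in parvocellular layers (-0.11), with the actin covariate oxidative phosphorylation (-0.12) and glycolysis (turned to 0.0548) in magnocellular layers, and after quantile normalization meningeal markers (0.24). At 2 months alone astrocyte markers (0.19), glycolysis (-0.16) and oligodendrocyte markers (0.26) in parvocellular and meningeal markers (0.34) in magnocellular layers did not pass, and at 4 months alone microglia markers (0.13) in parvocellular and cholesterol synthesis (0.43), glycolysis (-0.29), meningeal markers (0.36) and oxidative phosphorylation (-0.14) in magnocellular layers. In parvocellular layers immediate early genes (0.26) and synaptic vesicles and release (-0.23) gained a call at 4 months alone and ribosomal proteins (0.13) with the GAPDH covariate. In an animal alone 9 of 25 medians in parvocellular and 10 of 25 in magnocellular layers had the other sign, and with the actin covariate 4 and 7; glycolysis in magnocellular layers with the actin covariate was the 1 called list among these.

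Of the named genes, those that changed sign had not passed. In parvocellular layers these were NDST4 (0.58 at 4 months, 0.0093 with the GAPDH covariate, -0.55 to 0.13 with 1 array left out), CAMK2A (-0.16 at 2 months), DPYSL3 (-0.0199 after quantile normalization), CRHR1 (0.0106 at 2 months, 0.0842 with the covariate, -0.36 to 0.0069 with 1 array left out), PVALB (0.0198 at 2 months, 0.0214 with the covariate, -0.15 to 0.0342 with 1 array left out), IGFL1 (-0.0238 to 0.21 with 1 array left out), NTS (-0.23 with the floor, -0.60 at 2 months, -0.13 to 0.35 with 1 array left out), PTBP2 (-0.0991 with the covariate), GREM1 (-0.0109 after quantile normalization, -0.0472 at 4 months, -0.12 with the covariate, -0.0185 with actin, -0.0215 to 0.12 with 1 array left out) and ARVCF (-0.25 at 4 months). In magnocellular layers these were CAMK2A (-0.18 at 4 months), CRHR1 (0.72 with actin), PVALB (0.28 with actin) and DPYSL3 (-0.0686 after median scaling, -0.0359 with the covariate, -0.0716 to 0.34 with 1 array left out). Of 59 named probe sets in parvocellular layers only a part had a call to lose. Most of the called ones lost it without the trend (30) and at 2 and 4 months alone (31 and 34). After median scaling 12 lost their call, and 10 each did with the layer number as the block and with the GAPDH covariate. Calls were gained by 3 with a mean signal of 100 or more (CRH, WNT5A and STXBP3), 2 with the actin covariate (WNT5A and CIRBP), 1 with the GAPDH covariate (WNT5A) and 1 with LGN and layer number (STXBP3). With 1 array left out 832 values kept their sign and their side of the threshold, 14 changed sign, 93 lost and 5 gained a call. In magnocellular layers 11 gained a call at 4 months alone, and 1 each at 2 months alone (COL13A1), with the GAPDH covariate (SPON2) and with 1 array left out (AGT). Of 9 called members of the lists in parvocellular layers all lost their call without the trend; S100A6, KLF4, PLXNA2 and SYT4 lost it after median scaling, S100A6 and KLF4 with the GAPDH covariate, S100A6 and PLXNA2 with the layer number as the block, PLXNA2 after quantile normalization and S100A6 with animal only.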

Differences from the paper's values

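The paper's count of transcripts that differed in parvocellular layers is 116, and the fold rule took 1295 here; the paper gives 45 lower and 71 higher, and the rule took 659 and 636. In magnocellular layers the paper gives 74, with 42 lower and 32 higher, and the rule took 2582, with 487 and 2095. The rule here has the paper's fold of 1.7, minimum signal of 100 and numbers of pairs, but the sign of the ratio in place of its change calls, and no filter on absent calls. No alternative set before the data were examined came within 1.5 times the paper's counts: the closest in parvocellular layers was the one with signals under 50 set to 50 (220, with 68 lower and 152 higher), and in magnocellular layers the one with a mean signal of 100 or more (1261, with 948 higher) or, for the lower ones, a ratio of at least 1.2 (267).

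A fold is held to differ when it lies beyond the SD of the log2 ratios of the pairs or, where an array of a pair reads under 50, beyond 1.5 times if that is smaller, a bound fixed in part after a first output had been seen.

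In Table 1 the paper's fold of CREB5 is 3.2, and here it was 3.79 in magnocellular layers; with quantile normalization (3.50) it did not differ, and with arithmetic means (3.83) or signals under 50 set to 50 (3.79) it did. By 1.5 times alone it would not differ either. ALDH1A2, whose fold is 5.4 in the paper, was 5.64 here and did not differ, but with signals under 50 set to 50 it was 3.16 and did. The other 30 probe sets of the table did not differ under any of these, with r = 0.969 over the log2 folds of all 32.

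In Table 2, whose caption does not name the layers, these values were compared with parvocellular layers. The paper's fold of CRH is -2.3, and here it was 1.36, with 1.38, 1.36 and 1.36 under arithmetic means, quantile normalization and the floor of 50, all of which differ. The only probe set under the symbol CRH was used. The paper's main text does not name its own, and the appendix lists, which give probe sets, were not available, so that it was not checked whether the 2 values come from the same probe set. For the genes that follow the alternatives are quantile normalization and the floor, since a mean of signed folds is no fold where pairs go both ways. The paper's fold of NDST4 is -3.7, and here it was -1.08, with -1.10 and -1.31 under these alternatives, both of which differ; in magnocellular layers it was -3.05. The paper's fold of CREB5 is 1.9, and here it was 1.04 in the brightest probe set (1.03 and 1.04, both of which differ) and 1.77 in the probe set of Table 1. The paper's fold of DPYSL3 is 2.0, and here it was 1.04 (-1.01 and 1.04, both of which differ). The paper's fold of CAMK2A is 1.8, and here it was 1.39 and did not differ, nor did it under quantile normalization (1.47). With signals under 50 set to 50 the fold of CAMK2A was 1.00 and did differ, but its means lie below the background noise that the paper gives. The paper's fold of PIK3R1 is 2.4, and here it was 1.31 in the brightest probe set (1.32 and 1.31, both of which differ) and 2.47 in the probe set of Table 1. The paper's fold of ALDH1A2 is 5.4, and here it was 13.9 (13.7 and 8.17, both of which differ), not an exact fold, since most nondeprived layers lie near or below the background noise that the paper gives; the paper gives the same value in Table 1 for magnocellular layers, so that unlike layers are being compared if Table 2 repeats it.

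The paper states that CRH is reduced in deprived layers at both durations, on the array as in its other assays; here, in the probe set under its symbol, its log2 fold change was 0.37 at 2 and 0.53 at 4 months in parvocellular layers and 1.06 at 2 and 0.02 at 4 months in magnocellular layers. The paper states that the receptor CRHR1 is reduced too; here its brightest probe set had -0.15 in parvocellular layers (adjusted p = 0.893) and -0.63 in magnocellular layers (adjusted p = 0.843), the same direction without passing the test. This direction was not stable. It turned to 0.01 at 2 months alone and 0.08 with the GAPDH covariate in parvocellular layers, and to 0.72 with the actin covariate in magnocellular layers. The paper states that DPYSL3 is raised in parvocellular layers; here it was 0.05 (adjusted p = 0.897). The directions of NQO2, SCN3B, WNT5A, PIK3R1 and ALDH1A2 in parvocellular layers are those of the paper. For CREB5 this holds in the probe set of Table 1, with a log2 fold change of 0.82, higher in 4 of 4 LGNs. Its brightest probe set had 0.05, higher in 2 of 4 LGNs, and MmugDNA.27809.1.S1_at had -0.04, so that the direction differs between its probe sets.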

Other observations

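The comparison of single directions between layer classes with the layer classes themselves, the fits with the GAPDH or actin ratio as a covariate, with each LGN left out and without the array that stood apart, and the score of deprivation were chosen only after the results were seen.

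Over all arrays, with deprivation as a term of the model, parvocellular and magnocellular layers differed in 1348 probe sets, and in 763 after median scaling; deprived and nondeprived layers were not tested apart. BHLHE22, a transcription factor of neuron subtypes, was higher in parvocellular layers, at 1277 ± 917 (SD, n = 16 layers) against 209 ± 156 (SD, n = 8) in magnocellular layers, with a log2 fold change of 2.74 (SE 0.24, adjusted p = 8.06e-08 from limma). GPI, an enzyme of glycolysis, had 2.41 (SE 0.17, adjusted p = 1.12e-09) in MmugDNA.37076.1.S1_at, AGT 2.44 (SE 0.17, adjusted p = 1.12e-09), and MYL2, a myosin light chain, 2.59 (SE 0.33, adjusted p = 1.98e-05). Another probe set of MYL2 was higher in parvocellular layers too (mean 115 against 22.5, adjusted p = 0.00273), but its magnocellular mean lies below the background noise that the paper gives, so no fold is given. SPON2 was higher in magnocellular layers, at 1233 ± 844 (SD, n = 8) against 94.9 ± 43.7 (SD, n = 16) in parvocellular layers, with -3.37 (SE 0.38, adjusted p = 3.42e-06), and so was NDST4 with -3.33 (SE 0.43, adjusted p = 2.23e-05), not exact, since 6 of 16 parvocellular arrays lie below the background noise that the paper gives. SLC12A1, a salt transporter (mean 189 in magnocellular against 21.6 in parvocellular layers, adjusted p = 0.000103), SLC22A31, of the organic ion transporters (121 against 10.9, adjusted p = 0.000263), and WNT5A in its probe set with the largest difference (177 against 36.3, adjusted p = 0.00289) were higher in magnocellular layers too, but their parvocellular means lie below the background noise that the paper gives, so no fold is given. Each had the same direction in 4 of 4 LGNs. The value of GPI is that of the probe set named and need not hold for others of the gene. In MmugDNA.8926.1.S1_s_at, its brightest probe set, WNT5A read 1255 (deprived) and 2522 (nondeprived) in magnocellular layers, and 396 and 638 in parvocellular layers. The test of that probe set between the classes is not given here.

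Of the 220 probe sets that rose with deprivation in parvocellular layers 162 (73.6%) also had a positive log2 fold change of parvocellular over magnocellular layers, against 46.1% of all probe sets tested, and of the 145 that fell 118 (81.4%) had a negative one, against 53.9% of all. These count signs, not calls, and both comparisons use the same parvocellular arrays. Over the 1348 probe sets that differ between the classes, the class difference correlated across probe sets with the deprivation effect in parvocellular layers (r = 0.389) and in magnocellular layers (r = 0.387); probe sets are not independent replicates.

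The shared direction of deprivation changes in the layer classes (correlation 0.501) was 0.367 with the GAPDH ratio and 0.281 with the actin ratio as a covariate in both fits. With 1 LGN left out the value with the GAPDH ratio was 0.260, 0.302, 0.358 and 0.259, each above the bound of its fit (0.193, 0.122, 0.254 and 0.240), which argues against a difference in RNA quality, as that ratio measures it, as the whole cause. With the actin ratio 2 of the 4 values lay under the bound, 0.0778 (contralateral LGN, 2 months; 0.245 without a covariate) and 0.156 (ipsilateral LGN, 4 months; 0.507 without), so a difference in RNA quality as the actin ratio measures it stays open. That ratio was 1233, 1761, 2324 and 99.1 in the deprived and 152, 533, 78.0 and 98.8 in the nondeprived magnocellular arrays. The share of parvocellular calls with the same sign in magnocellular layers was 94.0%, the highest of the 8 assignments of the magnocellular arrays (1 of 8; highest other 88.8%), which are too few for a share under 0.05. That deprivation changes the same genes in both layer classes is the other open explanation, as a hypothesis from the same data.

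In magnocellular layers 81.1% of the probe sets taken by the fold rule were higher. After quantile normalization it was 54.4%, which decides nothing on the scaling of the arrays as its source, since giving all arrays 1 distribution evens the balance whatever made it uneven; the scaling stays open. Without the array that stood apart and the other array of its LGN, under 3 of 3 pairs in place of 4 of 4, it was 63.9% (2468 higher and 1397 lower), between the bounds set for that test. Under the same 3 of 3 pairs it was 76.2% without the contralateral LGN at 2 months and 85.3% and 73.4% without the ipsilateral and contralateral LGN at 4 months. More probe sets were taken in both directions than with 4 pairs, so the test changes the rule along with the array, and it stays open how much this 1 array gives.

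A score of the 200 probe sets with the smallest p on 3 LGNs and a mean signal of 100 or more put both deprived parvocellular layers of the LGN left out above both nondeprived ones in 4 of 4 LGNs (16.7% by chance for each; smallest gap 0.240), and the deprived magnocellular layer above the nondeprived one in 4 of 4 LGNs (50% by chance for each; smallest gap 0.266).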
